# Mesenchymal stromal cells equipped by IFNα empower T cells with potent anti-tumor immunity

**DOI:** 10.1038/s41388-022-02201-4

**Published:** 2022-02-10

**Authors:** Tao Zhang, Yu Wang, Qing Li, Liangyu Lin, Chunliang Xu, Yueqing Xue, Mingyuan Hu, Yufang Shi, Ying Wang

**Keywords:** Cancer microenvironment, Immunotherapy

## Abstract

Cancer treatments have been revolutionized by the emergence of immune checkpoint blockade therapies. However, only a minority of patients with various tumor types have benefited from such treatments. New strategies focusing on the immune contexture of the tumor tissue microenvironment hold great promises. Here, we created IFNα-overexpressing mesenchymal stromal cells (IFNα-MSCs). Upon direct injection into tumors, we found that these cells are powerful in eliminating several types of tumors. Interestingly, the intra-tumoral injection of IFNα-MSCs could also induce specific anti-tumor effects on distant tumors. These IFNα-MSCs promoted tumor cells to produce CXCL10, which in turn potentiates the infiltration of CD8^+^ T cells in the tumor site. Furthermore, IFNα-MSCs enhanced the expression of granzyme B (GZMB) in CD8^+^ T cells and invigorated their cytotoxicity in a Stat3-dependent manner. Genetic ablation of Stat3 in CD8^+^ T cells impaired the effect of IFNα-MSCs on GZMB expression. Importantly, the combination of IFNα-MSCs and PD-L1 blockade induced an even stronger anti-tumor immunity. Therefore, IFNα-MSCs represent a novel tumor immunotherapy strategy, especially when combined with PD-L1 blockade.

## Introduction

The tumor microenvironment contains multiple types of immune cells, such as T cells, B cells, macrophages, and neutrophils, as well as tumor stromal cells, including fibroblasts, endothelial cells, and mesenchymal stromal cells [1]. These nonmalignant cells not only facilitate tumor growth and progression, but also strongly affect the efficiency of various cancer treatments [2–4]. Strategies targeting immune checkpoints, such as PD-L1 and CTLA-4, have been shown to restore the function of exhausted CD8^+^ T cells and have demonstrated impressive efficacy in some patients suffering from various cancer types. However, the majority of cancer patients do not acquire durable benefit [5]. Therefore, novel tumor microenvironment modulating strategies are still to be formulated to effectively eradicate tumors.

It has been demonstrated that preexisting infiltrated T cells in the tumor microenvironment are a good prognosis marker for cancer treatment [6–8]. According to the immune contexture, tumors can be classified into “hot” (inflamed) and “cold” (non-inflamed) tumors [9, 10]. The immune features of “hot” tumors are a good indicator for the utility of immune checkpoint blockades. However, the abundance of stromal cells within tumors could significantly affect the infiltration of T cells in the tumors [11]. When a tumor was found to possess less infiltrated immune cells, more resident immunosuppressive cells, or abundant immune cells in surrounding tissues, a poor prognosis of the treatment of immune checkpoint blockade is often given [10, 12]. Indeed, patients who have impaired ability to deploy immune cells or are lack of a balance between CD8^+^ T cells and tumor burden responded weakly to immune checkpoint blockade therapies [13]. Thus, reinvigorating immune cells in tumors that are featured by high PD-L1 using type I interferon (IFN) could lead to proper T cell activation, a strategy that even could be employed as a combination with immune checkpoint blockades [14].

By deciphering the interplay among PD-L1, IFNs, and T cell function, studies have demonstrated that type I IFN signaling is indispensable for rejection of tumor cells via the initiation of anti-tumor T cell responses [15, 16]. Moreover, PD-L1 expression is mainly determined by IFNs, subsequently impairing the ability of T cells to eradicate tumor cells. However, the expression of type I IFNs in the tumor microenvironment is limited [14]. Indeed, the efficacy of conventional chemotherapeutics [17], targeted therapies [18], radiotherapy [19, 20], and immunotherapy [21, 22] could rely upon the induction of type I IFN signaling. As such, exogenous IFNα administration has been attempted to treat various tumor types, however, its short half-life and collateral toxicity restrict its clinical applications [23, 24]. Therefore, remodeling tumor microenvironment by reinforcing sustained type I IFN signals may be a feasible way to enhance immune checkpoint therapy responsiveness.

In this study, we used several tumor models to define the role of IFNα-MSCs in defending spontaneous tumors and eradicating established tumors in mouse models. We found that IFNα-MSC administration greatly inhibited tumor progression through enhancing the recruitment of CD8^+^ T cells and their cytotoxicity. Interestingly, such suppression is far-ranging and tumor specific. We found that IFNα-MSCs induced enriched CXCL10 expression in tumor cells which is responsible for the chemotaxis of CD8^+^ T cells to the tumor site. IFNα derived from IFNα-MSCs increased the expression of GZMB in CD8^+^ T cells through Stat3 signaling. Such concerted actions induced by IFNα-MSCs reinvigorated anti-tumor response of CD8^+^ T cells. More importantly, IFNα-MSCs, in combination with α-PD-L1 optimize the activation of CD8^+^ T cells to control tumor. These findings may have important implications for developing more effective anti-tumor immunotherapies.

## Results

### Low level of type I IFN signaling is associated with poor prognosis of melanoma

To investigate the correlation between type I IFN signaling and melanoma development, we used the Cancer Genome Atlas (TCGA) to analyze the expression patterns of *IFNA* and *IFNA* receptor (*IFNAR*) in melanoma patients. Although all the *IFNA* transcripts were barely detectable, high levels of *IFNAR1* and *IFNAR2* expression were observed in both primary and metastatic melanoma (Fig. 1A, B and Supplementary Fig. S1A, B). We further compared the expressions of *IFNAR1* and *IFNAR2* in normal skins, nevus tissues, and melanoma tissues using a published dataset (GSE3189) and found that the expressions of *IFNAR1* and *IFNAR2* are significantly higher in melanoma as compared to normal skin and nevus tissues (Fig. 1C and Supplementary Fig. S1C) [25]. These observations suggest that the alterations of *IFNAR* expression may modulate melanoma progression.

**Fig. 1:**
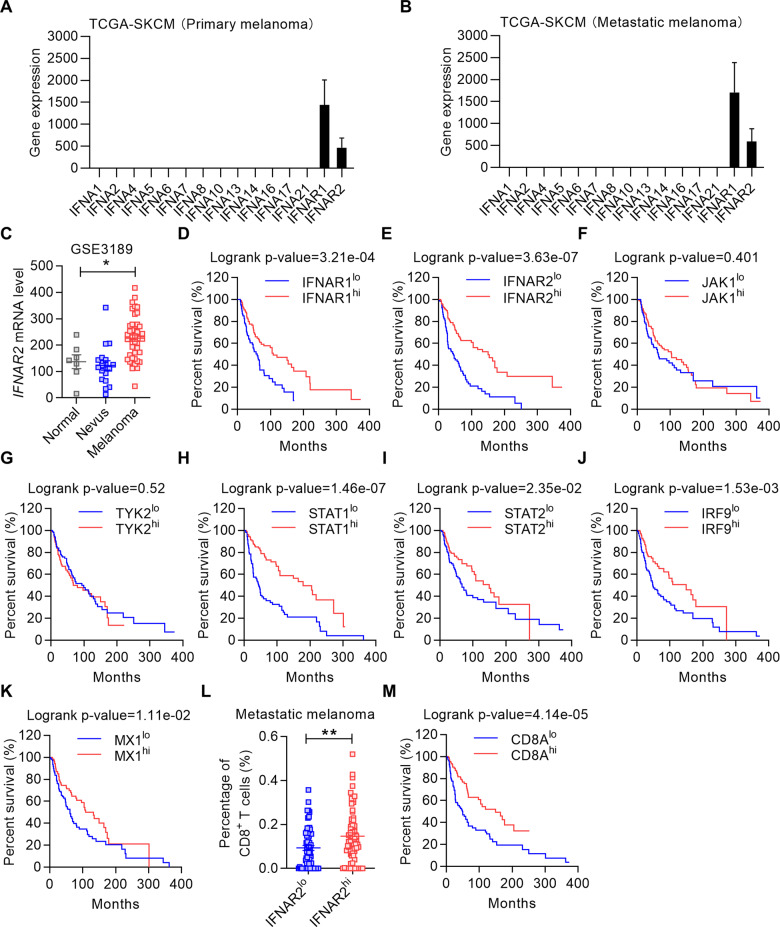
Lack of type I IFN signaling is a negative prognostic indicator of melanoma patients. **A**, **B** The expressions of all *IFNA* subtypes and *IFNAR* in human primary melanoma (**A**) and metastatic melanoma (**B**). **C** Comparison of *IFNAR2* expression in normal skin, nevus, and melanoma tissues using the GSE3189 dataset. **D**–**K** The overall survival curves of patients with melanoma. Patients were stratified (cutoff at 25%) according to the expression of *IFNAR1* (**D**), *IFNAR2* (**E**), *JAK1* (**F**), *TYK2* (**G**), *STAT1* (**H**), *STAT2* (**I**), *IRF9* (**J**) and *MX1* (**K**) in the TCGA-SKCM dataset. **L** The percentages of CD8^+^ T cells in patients with metastatic melanoma classified according to the expression of *IFNAR2*. Patients were stratified into *IFNAR2*^*lo*^ and *IFNAR2*^*hi*^ cohorts (cutoff at 25%). The percentages of CD8^+^ T cells in the metastatic melanoma tissues were enumerated using CIBERSORT. **M** The overall survival analysis of melanoma patients with *CD8A*^*lo*^ and *CD8A*^*hi*^ expression (cutoff at 25%). Data are shown as means ± SEM. *p < 0.05 and **p < 0.01.

Distinct from janus kinase 1 (*JAK1*) and tyrosine kinase 2 (*TYK2*), the abundance of *IFNAR1*, *IFNAR2*, signal transducer and activator of transcription 1 (*STAT1*), signal transducer and activator of transcription 1 (*STAT2*), interferon regulatory factor 9 (*IRF9*), and MX dynamin-like GTPase 1 (*MX1*) are predictors of good prognosis of melanoma (Fig. 1D–K). Since all these genes were related to type I IFN activities, we employed cell-type identification by estimating relative subsets of RNA transcripts (CIBERSORT) algorithm to link the expression of *IFNAR* to CD8^+^ T cell infiltration [26]. We found that the expression of *IFNAR2*, but not *IFNAR1*, is correlated with the enrichment of infiltrated CD8^+^ T cells in the metastatic melanoma tissue microenvironment (Fig. 1L and Supplementary Fig. S1D). Patients with high expression of *CD8A* in the tumor site exhibited a higher overall survival rate (Fig. 1M). Taken together, these data demonstrate that type I IFN signatures in the tumor microenvironment predict a good prognosis of melanoma.

### IFNα-MSCs elicit anti-tumor activities to several tumor types

Given a desert signature of type I IFN in the microenvironment of melanoma, we brought IFNα to the tumor site by employing MSCs constitutively expressing IFNα (IFNα-MSCs) to treat mice with tumors. These MSCs continuously release IFNα locally and thus avoid the concentration fluctuations and associated side effects of systemic administration of IFNα [27, 28]. Using ELISA assay, we verified that IFNα-MSCs robustly produced IFNα in vitro (Supplementary Fig. S2A). We investigated the anti-tumor effects of these IFNα-MSCs in several tumor models in vivo. In a mouse melanoma model, B16F0 were intramuscularly injected into the right outer thigh of C57BL/6 mice. IFNα-MSCs or Ctrl-MSCs were locally injected into peritumoral tissue every 3 days starting on day 3 (Fig. 2A). We found that IFNα-MSCs completely inhibited melanoma growth. In comparison with PBS and Ctrl-MSC treatment, administration of IFNα-MSCs blocked tumor growth and dramatically prolonged the survival of mice bearing melanoma (Fig. 2B). We further utilized IFNα-MSCs to treat colon carcinoma established by the MC38 cell line and found that IFNα-MSCs also exerted a dramatic suppression on tumor growth as measured by tumor volume (Fig. 2C) and tumor weight (Fig. 2D). In a mouse glioma model, GL261 cells were intracranially injected together with Ctrl-MSCs or IFNα-MSCs at a ratio of 300:1. At the time point when all PBS and Ctrl-MSC treated mice reached the point to be euthanized, all mice received IFNα-MSC treatment remain alive (Fig. 2E). These results clearly demonstrate that IFNα-MSCs could exert powerful anti-tumor effect on tumor growth.

**Fig. 2:**
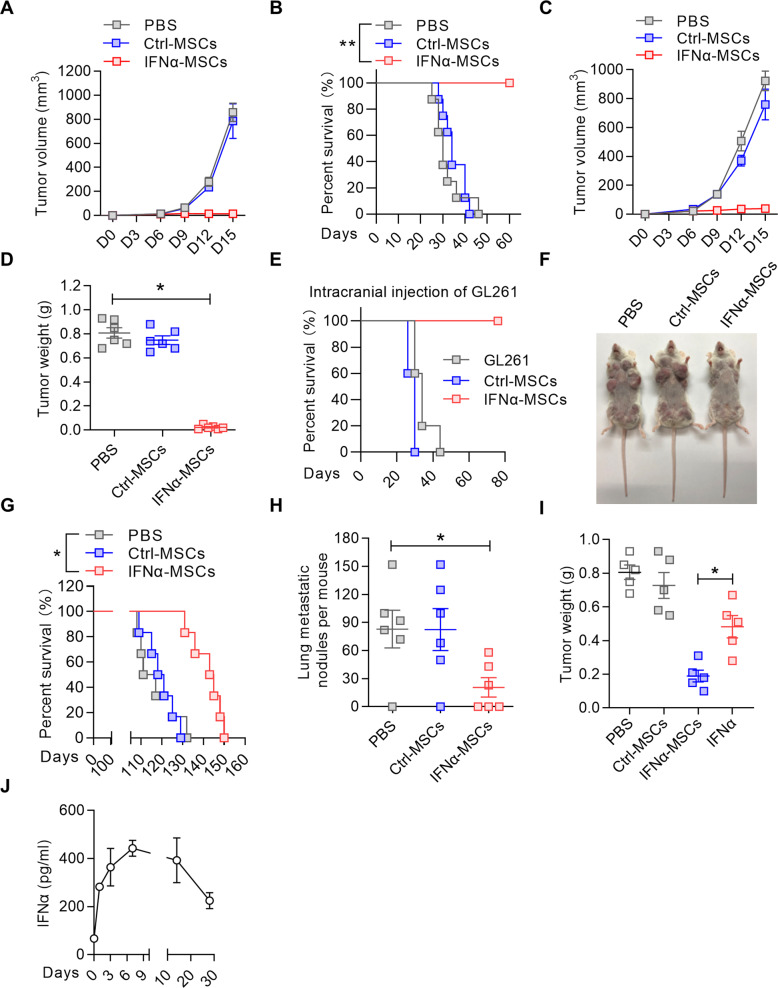
IFNα-MSCs elicit powerful anti-tumor activity. **A** Impact of IFNα-MSCs on B16F0 melanoma progression. B16F0 cells (1.0 × 10^6^) were intramuscularly injected into the right outer thigh of mice. Mice received Ctrl-MSCs (1.0 × 10^6^) or IFNα-MSCs (1.0 × 10^6^) every 3 days starting on day 3. On days 6, 9, 12, and 15, tumor size was measured. **B** The survival curves of B16F0 melanoma bearing mice treated with PBS, MSCs, or IFNα-MSCs (*n* = 8). **C** Impact of IFNα-MSCs on MC38 tumor progression. Mice were intramuscularly injected with MC38 cells (1.0 × 10^6^) and treated with Ctrl-MSCs (1.0 × 10^6^) or IFNα-MSCs (1.0 × 10^6^) every 3 days starting on day 3. On days 9, 12, and 15, tumor size was measured. **D** Mass of MC38 tumors treated with PBS, Ctrl-MSCs, or IFNα-MSCs (*n* = 6). **E** Impact of IFNα-MSCs on the survival of mice bearing GL261 tumors. Mice were intracranially co-injected with GL261 cells (2 × 10^5^) and Ctrl-MSCs or IFNα-MSCs at a ratio of 300:1 (*n* = 5). **F** Visualization of tumor burden in MMTV-PyMT mice treated with PBS, Ctrl-MSCs, or IFNα-MSCs. MMTV-PyMT mice at 4 weeks old received Ctrl-MSCs (3.0 × 10^5^) or IFNα-MSCs (3.0 × 10^5^) twice a week. **G** The impact of IFNα-MSCs on the survival of MMTV-PyMT mice (*n* = 6). Data were pooled from two independent experiments. **H** The number of metastatic tumor nodules in the lungs of MMTV-PyMT mice treated with PBS, Ctrl-MSCs, or IFNα-MSCs (*n* = 6). **I** Comparison of the therapeutic effect of IFNα-MSCs and IFNα on melanoma. Mice were intramuscularly injected with B16F0 cells (1.0 × 10^6^) and received single dose of Ctrl-MSCs (1.0 × 10^6^), IFNα-MSCs (1.0 × 10^6^), or IFNα (5 μg) on day 5. The tumors were weighed on day 14 (*n* = 5). **J** IFNα concentration in the serum of melanoma bearing mice treated with IFNα-MSCs. Mice were co-injected with B16F0 cells (1.0 × 10^5^) and IFNα-MSCs (1.0 × 10^6^). IFNα in the serum was assayed at indicated times by ELISA. Data are presented as means ± SEM. *p < 0.05 and **p < 0.01.

We further tested the therapeutic effect of IFNα-MSCs in the B16F10 melanoma model. B16F10 cells were *i.v.* injected into C57BL/6 mice. On day 7, these mice received a single dose of IFNα-MSC infusion. We found that IFNα-MSC treatment significantly inhibited B16F10 melanoma colonization in the lung (Supplementary Fig. S2B–D) and prolonged the survival of tumor bearing mice (Supplementary Fig. S2E). To extend our findings to spontaneously developed tumors, we used IFNα-MSCs to treat MMTV-PyMT mice, which develop spontaneous mammary tumors. At 4 weeks old, the MMTV-PyMT mice were *i.v*. administered with PBS, Ctrl-MSCs, or IFNα-MSCs twice a week. IFNα-MSC administration dramatically decreased the tumor burden of MMTV-PyMT mice and extended their survival (Fig. 2F, G), suggesting a robust anti-tumor effect of IFNα-MSCs. This was consolidated by the observation that IFNα-MSC administration also resulted in a dramatic reduction of tumor metastasis to the lungs (Fig. 2H).

As IFNα has been approved for treating several neoplasms, we compared the anti-tumor effects of IFNα and IFNα-MSCs, and found that IFNα-MSCs exhibited a much more powerful suppression on tumor growth than that of intra-tumoral injection of IFNα (Fig. 2I). By monitoring the serum level of IFNα in IFNα-MSC-treated mice, we found that administration of IFNα-MSCs could sustainably elevate IFNα level in the serum, even on day 28 (Fig. 2J). Distinct from the flu-like symptoms induced by IFNα, IFNα-MSC treatment has no influence on mouse body weight, temperature, and leukocyte number in blood (Supplementary Fig. S2F–H). Therefore, IFNα-MSCs exert extensive anti-tumor effects with no noticeable toxicity.

### IFNα-MSCs impose tumor specific abscopal anti-tumor effect

To investigate the mechanism(s) underlying the tumoricidal effect of IFNα-MSCs, we firstly used their conditioned medium to treat B16F0 cells. Although the conditioned medium of IFNα-MSCs slightly suppressed the tumor growth in vitro, such inhibitory effect may not be the major reason to suppress tumor in vivo (Supplementary Fig. S3A). Consistently, we found that IFNα, even at very high dose, has very limited effects on tumor growth (Supplementary Fig. S3B). Furthermore, no significant influence on cell cycle and apoptosis was observed in B16F0 cells treated with IFNα or conditioned medium of IFNα-MSCs (Supplementary Fig. S3C, D). Thus, the anti-tumor activities of IFNα-MSCs are independent of the direct killing effect of IFNα on tumor cells.

We then examined whether local administration of IFNα-MSCs could initiate systemic anti-tumor immunity. To this end, a mouse bilateral tumor model in which B16F0 cells were inoculated to both outer thighs was employed to evaluate the systemic tumoricidal effect of IFNα-MSCs (Fig. 3A). In this model, the left outer thigh of C57BL/6 mice was co-injected with B16F0 cells and IFNα-MSCs at a ratio of 1:1, while the right outer thigh only inoculated with B16F0 cells. Intriguingly, the introduction of IFNα-MSCs in the left outer thigh significantly inhibited tumor growth in the right outer thigh (Fig. 3B–D), suggesting an induction of a far-ranging anti-tumor immunity by IFNα-MSCs.

**Fig. 3:**
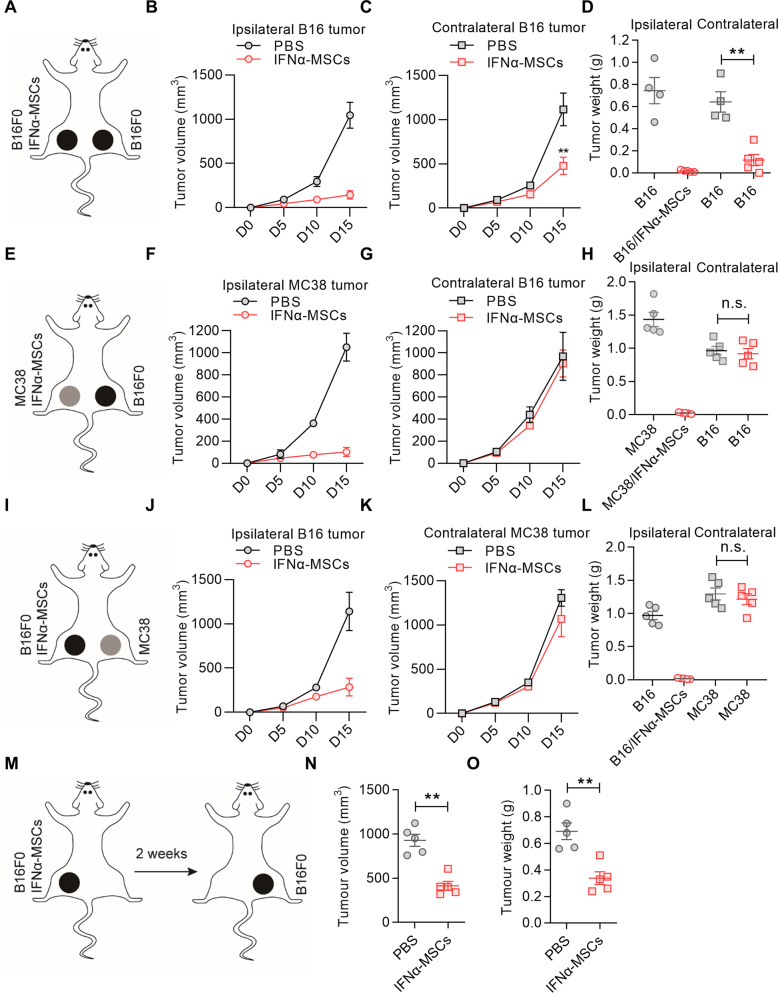
IFNα-MSCs impose systemic specific anti-tumor effect. **A** Schematic representation of the impact of IFNα-MSCs on abscopal tumors. Mice received the co-injection of B16F0 cells (1.0 × 10^6^) and IFNα-MSCs (1.0 × 10^6^) in the left outer thigh and simultaneously inoculated with B16F0 cells (1.0 × 10^6^) in the right outer thigh. **B**, **C** Tumor volumes of ipsilateral (**B**) and contralateral (**C**) B16 tumors treated with or without IFNα-MSCs. **D** Tumor weight of ipsilateral and contralateral B16 tumors treated with or without IFNα-MSCs (*n* = 4 or 5). **E** Schematic representation of the impact of IFNα-MSCs on abscopal B16F0 tumors. Mice received co-injection of MC38 cells (1.0 × 10^6^) and IFNα-MSCs (1.0 × 10^6^) in the left outer thigh, and B16F0 cells (1.0 × 10^6^) only in the right outer thigh. Tumor sizes of both sides were measured. **F**, **G** Tumor volumes of ipsilateral MC38 tumors (**F**) and contralateral B16 tumors (**G**). **H** Tumor weights of ipsilateral MC38 tumors and contralateral B16 tumors (*n* = 5). **I** Schematic representation of the impact of IFNα-MSCs on abscopal MC38 tumor. B16F0 cells (1.0 × 10^5^) with IFNα-MSCs (1.0 × 10^6^) were co-injected intramuscularly into left outer thigh, then re-challenged with B16F0 cells (2.0 × 10^5^) in right outer thigh 2 weeks later. **J** Tumor volumes of ipsilateral B16 tumors. **K** Tumor volumes of contralateral MC38 tumors. **L** Weights of ipsilateral B16 tumors and contralateral MC38 tumors (*n* = 5). **M** Schematic representation of the duration of the anti-tumor effect of IFNα-MSCs. Mice were co-injected intramuscularly with B16F0 cells (1.0 × 10^5^) and IFNα-MSCs (1.0 × 10^6^) in the left outer thigh. Two weeks later, mice were injected with B16F0 cells (2.0 × 10^5^) in the right outer thigh. **N**, **O** Volumes (**N**) and weights (**O**) of B16 tumors in the right outer thigh (*n* = 5). Data are shown as means ± SEM. *p < 0.05 and **p < 0.01.

We next sought to determine whether the abscopal effect of the anti-tumor activity is tumor specific. B16F0 and antigenically distinct MC38 cells were separately injected in the outer thighs of mice (Fig. 3E). We found that co-administration of IFNα-MSCs with MC38 cells failed to inhibit the growth of B16F0 tumor (Fig. 3F–H). Likewise, co-injection of B16F0 cells with IFNα-MSCs was unable to suppress MC38 tumor growth (Fig. 3I–L). Importantly, B16F0 cells co-injected with IFNα-MSCs in one thigh blocked the growth of B16F0 tumor on the opposite thigh that was induced at 2 weeks after tumor and IFNα-MSCs injection (Fig. 3M). Compared with counterparts, the tumor sizes and volumes were much smaller in IFNα-MSC-administrated mice, suggesting a long-lasting anti-tumor effect (Fig. 3N, O). Taken together, the tumoricidal activity initiated by IFNα-MSCs can act remotely in a tumor specific and long-lasting manner.

### CD8^+^ T cells are essential in mediating the anti-tumor effect of IFNα-MSCs

Given the specific effects of IFNα-MSCs on limiting remote tumors and the induction of T cell accumulation at the tumor site (Supplementary Fig. S4A), we verified whether T cells are involved in the anti-tumor effects of these cells. The anti-tumor effects of IFNα-MSCs were evaluated in Rag2^−/−^ mice. We found that IFNα-MSCs exhibited partial impairment in tumor growth in Rag2^−/−^ mice (77.7% vs 41.5%) (Fig. 4A and Supplementary Fig. S4B). To examine which T cell population is critical, we further employed mice deficiency in MHC class II trans-activator (*Ciita*) [29] and β2-microglobulin (*β2m*) [30]. In Ciita^−/−^ mice, IFNα-MSCs exhibited similar ability in restraining tumor growth as WT mice (Fig. 4B), suggesting that CD4^+^ T cells are dispensable for the anti-tumor effect of IFNα-MSCs. However, IFNα-MSCs cannot efficiently suppress tumor growth in β2m^−/−^ mice (Fig. 4C), arguing the importance of CD8^+^ T cells. Antibody-mediated depletion of CD8^+^ T cells also attenuated the efficacy of IFNα-MSCs in suppressing tumor growth (Fig. 4D and Supplementary Fig. S4C). These data demonstrate that the anti-tumor effect of IFNα-MSCs mainly relies on CD8^+^ T cells.

**Fig. 4:**
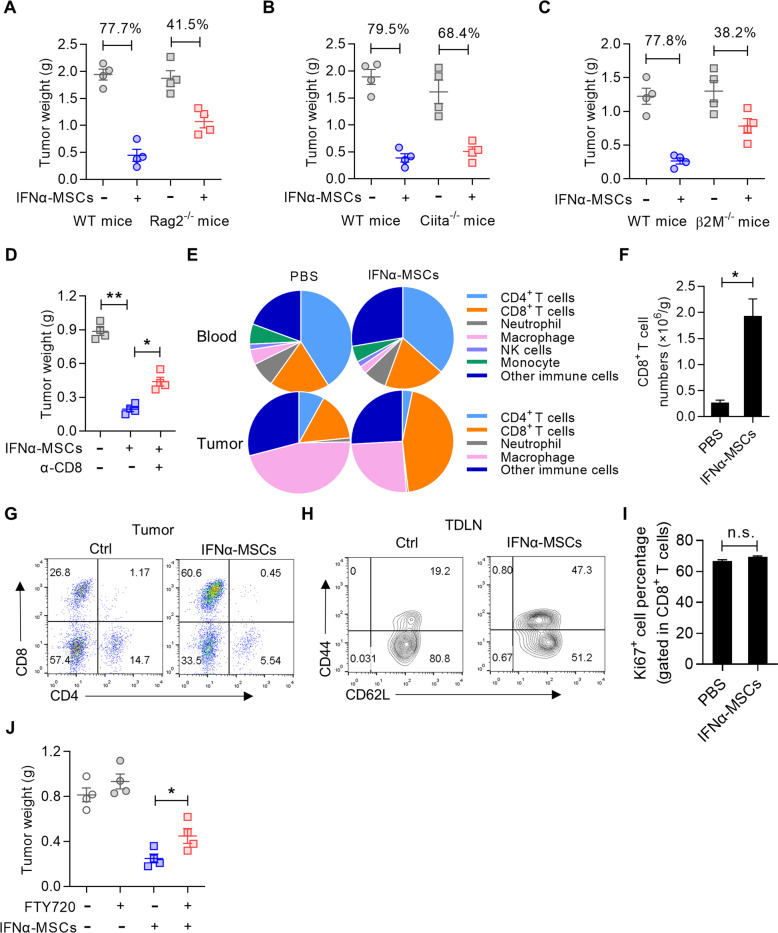
CD8^+^ T cells are essential for the anti-tumor effect of IFNα-MSCs. **A**–**C** The impact of IFNα-MSCs on tumor growth in immunodeficient mice. B16F0 cells were intramuscularly injected into wild type (WT), Rag2^−/−^ (**A**), Ciita^−/−^ (**B**), or β2m^−/−^ mice (**C**). On day 5, mice were *i.m*. injected with IFNα-MSCs (1.0 × 10^6^). On day 18, tumor weight was determined (*n* = 4). **D** The influence of depletion of CD8^+^ T cells on the anti-tumor effect of IFNα-MSCs. Mice were *i.m*. injected with B16F0 cells and administrated with IFNα-MSCs (1.0 × 10^6^), CD8 depleting Ab (α-CD8, clone number 2.43), or both. On day 18, tumor weight was detected (*n* = 4). **E** Profiling of immune cells in tumors and blood of tumor bearing mice with or without IFNα-MSC administration. On day 5, mice were *i.m*. injected with IFNα-MSCs (1.0 × 10^6^). On day 18, blood and tumor tissue were harvested for flow cytometric analysis. Shown are results of two independently experiments. **F** Numbers of tumor infiltrated CD8^+^ T cells in tumor bearing mice with or without IFNα-MSC administration. **G** Ratio of CD4^+^ and CD8^+^ T cells in tumors of mice with or without IFNα-MSC administration. **H** Expressions of CD44 and CD62L on CD8^+^ T cells in draining lymph node (TDLN) of tumor bearing mice with or without IFNα-MSC administration. **I** Expression of Ki67 in intra-tumoral CD8^+^ T cells of mice treated with or without IFNα-MSC administration. **J** The influence of blocking the egress of CD8^+^ T cells on the anti-tumor effect of IFNα-MSCs. Mice were intramuscularly injected with B16F0 cells and administrated with IFNα-MSCs (1.0 × 10^6^), FTY720 (1 mg/kg every 2 days) or both. On day 18, tumor weight was determined (*n* = 4). Data are shown as means ± SEM. n.s., no significance, *p < 0.05 and **p < 0.01.

Next, we profiled the immune cells in mice bearing B16F0 melanoma treated with or without IFNα-MSCs. The circulating and splenic T cells were not affected by IFNα-MSC administration (Fig. 4E and Supplementary Fig. S4D). However, the number and proportion of tumor infiltrated CD8^+^ T cells were dramatically increased in IFNα-MSCs treated mice (Fig. 4E–G). Moreover, CD8^+^ T cells in the tumor draining lymph node of mice treated with IFNα-MSCs exhibited a preference for the central memory phenotype (CD44^+^CD62L^+^) (Fig. 4H). By conducting Ki67 staining in intra-tumoral CD8^+^ T cells, we excluded the direct influence of IFNα-MSCs on T cell proliferation (Fig. 4I). Interestingly, when we utilized FTY720, a sphingosine 1-phosphate (S1P) receptor agonist, to block the egress of lymphocytes from lymphoid organs (Supplementary Fig. S4E), we found that the inhibition of IFNα-MSCs on tumor growth were dramatically impaired (Fig. 4J). Taken together, these results demonstrate that IFNα-MSCs facilitate the infiltration of CD8^+^ T cells in tumors, and thus lead to the suppression on tumor growth.

### IFNα-MSCs enhance CD8^+^ T cell infiltration into tumor via the CXCL10-CXCR3 axis

To investigate the molecular mechanism(s) of IFNα-MSC-facilitated CD8^+^ T cell infiltration into tumors, we examined the chemokine expression profiles in matched tumor tissues. Compared to the control group, intra-tumoral injection of IFNα-MSCs upregulated the expressions of *Ccl3*, *Ccl4*, *Ccl5*, *Cxcl10*, *Cxcl11*, and *Cxcl12* in tumors (Fig. 5A). Among them, *Cxcl9*, *Cxcl10*, and *Cxcl11* are most related to the recruitment of CD8^+^ T cells, as CXCR3, the cognate receptor for CXCL9 and CXCL10, is highly expressed in tumor infiltrated CD8^+^ T cells (Supplementary Fig. S5A). To distinguish the main source of these chemokines, we detected the expression of chemokines in B16F0 cells, IFNα-treated B16F0 cells, Ctrl-MSCs, IFNα-MSCs, CD45^+^ cells, and CD45^+^ cells treated with IFNα by qPCR (Fig. 5B). A significantly higher levels of CXCR3 ligands, *Cxcl9* and Cxcl10, were observed in B16F0 cells stimulated with IFNα, but lower in Ctrl-MSCs or IFNα-MSCs (Supplementary Fig. S5B–D). Of note, only *Cxcl10* was highly expressed in B16F0 cells (Supplementary Fig. S5E). Given that an inversed relation between the tumor weight and CD8^+^ T cell infiltration and a dramatic downregulation of *Cxcl10* in melanoma at the late stage (Fig. 5C, D), we tested if addition of IFNα or IFNα-MSCs could enhance the expression of CXCL10 in B16F0 cells. Indeed, a significant enhancement of CXCL10 was observed in B16F0 cells treated with conditional medium of IFNα-MSCs, to a comparable level of that in IFNα treated B16F0 cells (Fig. 5E). Furthermore, IFNα-MSC administration elevated the concentration of CXCL10 in tumors (Fig. 5F).

**Fig. 5:**
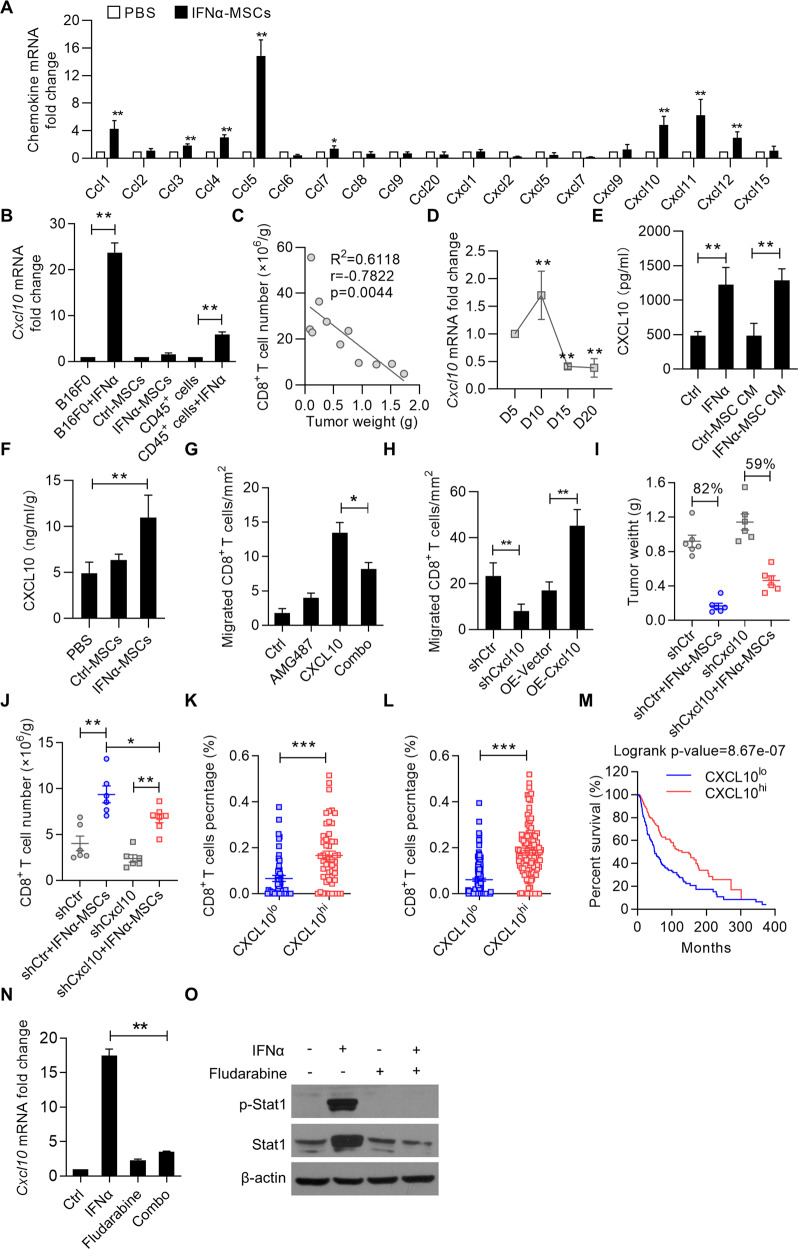
IFNα-MSCs enhance CD8^+^ T cell infiltration into tumors via the CXCL10-CXCR3 axis. **A** The chemokine expression profile in tumors of mice with or without IFNα-MSC treatment. **B** Expressions of *Cxcl10* in B16F0 cells, IFNα treated B16F0 cells, Ctrl-MSCs, IFNα-MSCs, CD45^+^ cells, and CD45^+^ cells treated with IFNα. **C** Scatterplots showing the correlation between the number of CD8^+^ T cells and tumor weight (*n* = 11). **D** The expression of *Cxcl10* in B16F0 tumors at indicated times. **E** Level of CXCL10 produced by B16F0 cells treated with IFNα, condition medium (CM) of Ctrl-MSCs or IFNα-MSCs. Level of CXCL10 was assessed by ELISA. **F** Level of CXCL10 in tumors of mice treated with Ctrl-MSCs or IFNα-MSCs. **G** Chemotaxis of CD8^+^ T cells in response to CXCL10. Naïve CD8^+^ T cells isolated from mouse spleen were stimulated by anti-CD3 and anti-CD28 for 48 h. Then, the migration of CD8^+^ T cells was assessed by the transwell system in the presence of CXCL10 (1 μg/ml), AMG487 (1 μM) or both for 4 h. **H** Chemotaxis of CD8^+^ T cells in response to the condition medium of B16F0 with *Cxcl10* knockdown or overexpression. B16F0 cells were transduced with lentivirus carrying *Cxcl10* shRNA or vector for gene encoding *Cxcl10*. Supernatant was obtained and used to test the impact on CD8^+^ T cell migration by transwell assay. OE, overexpression. **I** Tumor mass. Mice were inoculated with shCtr and shCxcl10 B16F0 cells and administered with IFNα-MSCs (1.0 × 10^6^ per mouse, *i.m*.) on day 5. **J** Numbers of CD8^+^ T cells in the tumor of mice inoculated with shCtr and shCxcl10 B16F0 cells and treated with IFNα-MSCs. **K**, **L** Comparison of the percentage of CD8^+^ T cells in melanoma between the *CXCL10* low (CXCL10^lo^) and *CXCL10* high (CXCL10^hi^) groups. Primary (**K**) and metastatic (**L**) melanoma patients based on CXCL10 expression were stratified into CXCL10^lo^ and CXCL10^hi^ cohorts (cutoff at 25%). The percentage of CD8^+^ T cells in melanoma were enumerated using CIBERSORT. **M** The overall survival analysis in *CXCL10*^*lo*^ and *CXCL10*^*hi*^ melanoma patients (cutoff at 25%). **N**, **O** Expression of *Cxcl10* (**N**) and Stat1 phosphorylation (**O**) in B16F0 cells treated with IFNα (1000 U/ml), Fludarabine (50 μM), or both. Data are shown as means ± SEM. *p < 0.05, **p < 0.01 and **p < 0.001.

By employing a transwell assay, we verified the role of CXCL10 in mediating CD8^+^ T cell migration via CXCR3 (Fig. 5G and Supplementary Fig. S5F). Additionally, we engineered B16F0 cells with *Cxcl10* knockdown (shCxcl10) or *Cxcl10* overexpression (OE-Cxcl10) using lentivirus transfection. We found that shCxcl10 B16F0 cell culture medium diminished, while OE-Cxcl10 B16F0 cell culture medium promoted CD8^+^ T cell migration (Fig. 5H). When compared with control B16F0 tumor, shCxcl10 B16F0 tumor showed compromised response to IFNα-MSC treatment in vivo (Fig. 5I). Consistently, knockdown of *Cxcl10* in B16F0 cells impaired IFNα-MSC-induced CD8^+^ T cell infiltration into tumor (Fig. 5J). We also found that primary melanoma or metastatic melanoma patients with higher levels of *CXCL10* expression exhibited more CD8^+^ T cell infiltration (Fig. 5K, L). In addition, high expression of *CXCL10* in patients suffering melanoma is an indicator of a good prognosis (Fig. 5M). These data strongly argue that melanoma cells can be influenced by IFNα released from IFNα-MSCs to produce CXCL10 to recruit CD8^+^ T cells into tumors.

We then investigated the molecular mechanisms that are involved in IFNα inducing CXCL10 expression. It has been reported that the NF-κB signaling pathway regulates CXCL10 expression [31]. However, using NF-κB inhibitor (PDTC) or IKK inhibitor (BAY 11-7082) to treat B16F0 cells showed little influence on IFNα-induced *Cxcl10* expression (Supplementary Fig. S5G). We next tested whether transducers and activators of transcription (Stats) in B16F0 cells mediate IFNα-induced CXCL10 expression. To achieve this, we used inhibitors (Fludarabine and Stattic) to block Stat1 and Stat3, respectively. We found that Stat1, but not Stat3, mediates CXCL10 expression induced by IFNα in B16F0 cells (Fig. 5N, O and Supplementary Fig. S5H). Together, IFNα-MSCs act on B16F0 cells and drive CD8^+^ T cell accumulation in the tumor through the IFNα-Stat1-CXCL10-CXCR3 axis.

### IFNα-MSCs potentiate the cytotoxicity of CD8^+^ T cells via the Stat3 signaling

Given the key role of CD8^+^ T cells in eradicating tumor cells, we sought to test the direct effect of IFNα on CD8^+^ T cells. Upon activation by anti-CD3 and anti-CD28, the addition of IFNα enhanced the expressions of CD25 and CD69 on CD8^+^ T cells, but no obvious influence on their proliferation (Supplementary Fig. S6A–C). 

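RNA was sequenced from 4 samples of naive splenic CD8+ T cells of mice, isolated with magnetic beads and stimulated with anti-CD3 and anti-CD28 for 48 h. In 2 samples IFNα was added at 2000 U/ml, and 2 control samples had none. The legend of Fig. 6A names PBS as the control treatment and the methods name anti-CD3 and anti-CD28 with or without IFNα, and the groups are the same under both. IFNα is a type I interferon, a cytokine that binds the IFNAR1 and IFNAR2 receptor chains and switches on antiviral genes. Nothing in the sources used here says that samples of one group came from separate animals or cultures. The p-values for single genes therefore measure only the spread between these samples, which may be technical. Gene lists were tested against the other genes by camera and by Fisher's exact test. With camera's preset correlation and in Fisher's test the units are genes, so those p-values do not measure the spread between samples.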

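The authors made the libraries with a NEBNext Ultra RNA kit, sequenced them on an Illumina HiSeq, mapped the reads with Hisat2 v2.0.5 and counted reads per gene. The submitters' processing notes name featureCounts of the Subread package, and no source used here gives the strand setting. The deposited values are whole, unnormalized counts for 54532 genes. Of these, 53585 have the same chromosome, start and end in the GENCODE M21 annotation of GRCm38, while the processing notes name mm9. Positions are therefore given on GRCm38, as the files hold them. The total was 17375960 counts in control replicate 1, 16955366 in control replicate 2, 16096121 in IFNα replicate 1 and 17676062 in IFNα replicate 2. A count was seen for 20667 to 21517 genes per sample. The 10 highest genes took 4.39% to 5.15% of the counts and mitochondrial genes 1.55% to 1.93%.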

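Fold changes, standard errors and adjusted p-values came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 14417 genes that passed its filter on low counts, after TMM normalization. Values in CPM are counts scaled to the library size with the same normalization, and errors on them are SDs over 2 samples. Among the choices that change the counts of called genes are the edgeR test, which the paper's text does not name, and the handling of the control samples. For the gene lists it is the setting of camera. With a preset correlation between genes 11 lists were higher and 2 lower, against 4 and 0 with an estimated one. The estimated setting also tests on the 2 residual degrees of freedom of the samples, so lost calls need not come from correlation. For the oligoadenylate synthetase list the estimated correlation was -0.128, below the preset 0.01, and camera's adjusted p still went from 3.9e-122 to 0.0278. The control samples stood further apart than the IFNα samples. Over genes with at least 10 counts in a group, the variance between its samples was 43.8 times that of counting error in the controls (chi-square per degree of freedom, 16000 genes) and 3.79 times with IFNα (15981 genes). In the controls part of the difference followed gene length. For the shortest of 5 equal groups of genes with a mean CPM of at least 5, up to 2394 bases, the median log2 ratio of control replicate 2 to control replicate 1 was -0.37. For the longest group, from 7515 bases, it was 0.38. Between the IFNα samples the medians were 0.09 and -0.04.

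**Figure D1:**
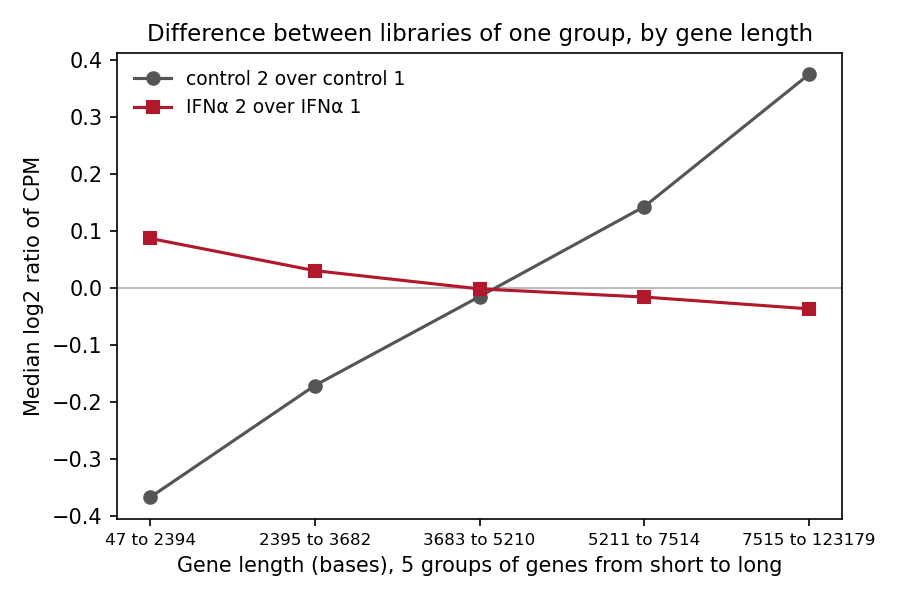
Median log2 ratio of CPM between the samples of one group (vertical axis) for 5 equal groups of genes by length in bases (horizontal axis), over genes with a mean CPM of at least 5. Grey circles, control replicate 2 over control replicate 1, run from -0.37 to 0.38, and red squares, IFNα replicate 2 over IFNα replicate 1, stay between 0.09 and -0.04.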

To gain further insights into the mechanism(s) underlying how IFNα regulates CD8^+^ T cell function, we performed RNA-seq in CD8^+^ T cells with or without IFNα stimulation. 

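With IFNα, 185 genes were higher and 20 were lower at an adjusted p under 0.05 and a log2 fold change of more than 1 in size, so that 90.2% of the 205 called genes were higher. The largest increases were in antiviral genes. Rsad2, which encodes viperin, went from 0.316 ± 0.125 to 134 ± 3.18 CPM (n = 2 in each group), a log2 fold change of 8.69 (standard error 0.33, adjusted p = 0.000102 from edgeR's quasi-likelihood test). Oas2, an enzyme that makes the activator of RNase L, went from 1.52 ± 0.218 to 241 ± 13.7 CPM, and Oasl1 and Oasl2 of the same family had log2 fold changes of 6.69 and 5.79. Ifi204, a DNA sensor, had 3 counts in the controls together and 1149 with IFNα, a ratio of 403 with an exact 95% counting interval of 137 to 1955. It may share reads with other Ifi200 genes. The log2 fold change was 7.06 for Ifi44, 6.11 for the ubiquitin-like modifier Isg15, 6.01 for the GTPase Mx1, 5.98 for Ifit3b, which may share reads with Ifit3, and 5.92 for the chemerin receptor Ccrl2. The rule that picked these 10 genes required both IFNα samples to lie above both controls.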

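Among the genes that were lower, Nrn1, which encodes the membrane protein neuritin, fell from 52.9 ± 0.315 to 12.4 ± 0.0469 CPM (n = 2 in each group), a log2 fold change of -2.09 (standard error 0.13, adjusted p = 0.00134 from the same test). Ctla4, an inhibitory receptor of T cells, fell from 123 ± 1.66 to 45.8 ± 2.1 CPM (log2 fold change -1.43, standard error 0.12, adjusted p = 0.00484). Itgae, which encodes the integrin chain CD103, fell from 127 ± 15.9 to 48.1 ± 3.99 CPM (log2 fold change -1.40, adjusted p = 0.0126). The log2 fold change was -1.99 for Gucy1a1, a subunit of soluble guanylate cyclase, -1.89 for the growth factor-binding protein Igfbp4, -1.74 for Pros1, which encodes protein S, -1.73 for the phospholipase Pla2g4f and -1.65 for Derl3. For the retinoid X receptor gene Rxra it was -1.49, and for the lysozyme gene Lyz2, a myeloid marker, -1.46. The median fold change also differed with gene length, from a log2 value of -0.19 in the shortest of 5 equal groups of genes to 0.17 in the longest. The counts of higher and lower genes were 302 and 101 without control replicate 1 and 966 and 267 without control replicate 2, where the remaining control is assumed to vary like the IFNα samples. They were 295 and 87 with edgeR's exact test, 298 and 94 with its likelihood ratio test and 99 and 2 with glmTreat against a log2 fold change of 1, and the lower count alone was 62 with no filter on low counts, 38 with DESeq2, 37 with the replicate number as a block and 32 with no fold threshold. With crossed pairs as a block, chosen after seeing the data, the counts were 337 and 91.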

IFNα imposed a distinct gene expression pattern on CD8^+^ T cells (Fig. 6A). Gene ontology analysis showed that the upregulated gene signature in IFNα treated CD8^+^ T cells was predominantly enriched for transcripts associated with “responses to virus”, “cellular responses to type I IFN” and “defense responses to virus” (Fig. 6B). 

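Nearly every measured gene of the oligoadenylate synthetase (OAS) family and most antiviral effectors rose with IFNα. Of 8 OAS genes tested, 7 rose and none fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test (8 rose when adjusted over the list alone), and the list as a whole was higher (camera, adjusted p = 3.9e-122). Together these genes went from 86.2 to 1632 CPM. Oas1g had 0 counts in the controls and 62 with IFNα, at least 21.7-fold higher against a floor of 3 counts over both controls, a bound that leaves out the counting error of the 62 (exact 95% lower limit of the ratio 17.1), and it may share reads with Oas1a. The median log2 fold change of the OAS list was 5.20, or 4.53 with Oas1g at the bound from the floor. Of 37 antiviral effectors, 28 rose and none fell (33 rose when adjusted over the list alone, and 2 fell, Ifitm2 and Plscr1, named after their values were seen), with a median log2 fold change of 2.42 (camera, adjusted p = 6.76e-212). For genes said not to have fallen in the OAS list, 0 were lower at an unadjusted p under 0.05 or by edgeR's exact or likelihood ratio test, DESeq2 or limma-voom, and among the antiviral effectors 2 were lower at an unadjusted p under 0.05 and by the 2 other edgeR tests, and 0 by DESeq2 and limma-voom. Mx2, which the annotation in the files calls a polymorphic pseudogene, went from 0.774 ± 0.0327 to 91.3 ± 5.8 CPM (n = 2 in each group).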

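Sensors of viral nucleic acid rose as well. Of 18 tested, 11 rose and none fell (12 rose when adjusted over the list alone), at a median log2 fold change of 2.17 (camera, adjusted p = 1.12e-75). Irf7, the transcription factor that drives IFNα genes, went from 29.7 ± 5.09 to 675 ± 5.22 CPM (log2 fold change 4.51, standard error 0.16, adjusted p = 0.000325 from edgeR's quasi-likelihood test). The RNA sensor Dhx58 had a log2 fold change of 4.43. Tlr3, a receptor for double-stranded RNA, had 1 count in the controls and 61 with IFNα, a ratio of 64.1 with an exact 95% counting interval of 11.1 to 2574. Of 11 genes of the Schlafen and Ly6 families, 9 rose and none fell (10 rose when adjusted over the list alone; camera, adjusted p = 3.44e-44). Slfn5 had the largest log2 fold change of these by fit, 5.46, followed by 4.83 for Ly6c1, 3.34 for Slfn4 and 2.92 for Slfn8, genes that may share reads with their close relatives. With an estimated correlation between genes in place of the preset 0.01, these 4 lists kept adjusted p-values of 0.0278 (OAS), 0.0249 (antiviral effectors), 0.0278 (nucleic acid sensors) and 0.0384 (Schlafen and Ly6), and no other list passed. No member of the nucleic acid sensor or Schlafen and Ly6 lists was lower at an unadjusted p under 0.05 or by edgeR's exact or likelihood ratio test, DESeq2 or limma-voom.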

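The genes of the receptor pathway itself had a lower median log2 fold change, 0.25, than the lists above, a difference that was not tested. In the list of the type I interferon receptor and its transcription factor complex ISGF3, Stat2 went from 77.6 ± 5.5 to 393 ± 14.7 CPM (n = 2 in each group; log2 fold change 2.34, standard error 0.13, adjusted p = 0.000974 from edgeR's quasi-likelihood test) and Irf9 had a log2 fold change of 0.86 (adjusted p = 0.037). The log2 fold change did not pass the test for Jak1 (0.25), Tyk2 (0.20), Ifnar1 (0.12) or Ifnar2 (0.08). The list was higher by camera (adjusted p = 2.13e-05), but adjusted p = 0.226 with an estimated correlation. Of 16 ADP-ribosyltransferases and partners, 6 rose and none fell (6 when adjusted over the list alone), among them Parp12 (3.63), Parp14 (1.96), Parp9 (1.63) and Dtx3l (1.34). Camera gave that list an adjusted p = 6.39e-12, and adjusted p = 0.124 with an estimated correlation. Of 18 guanylate-binding proteins and IRG GTPases, which act on intracellular pathogens, 6 rose and none fell (8 rose when adjusted over the list alone, and 8, 8, 9 and 6 by edgeR's exact and likelihood ratio tests, DESeq2 and limma-voom). They included Gbp11 (1.98), Gbp10 (1.69), Gbp9 (1.32) and Gbp6 (0.99), which are similar enough to share reads (camera, adjusted p = 1.89e-10, and adjusted p = 0.124 with an estimated correlation). Of 12 feedback regulators of cytokine signalling, 1 rose, none fell and 11 did not pass (1 rose and 2 fell when adjusted over the list alone). Usp18, which limits signalling at IFNAR2, rose from 14.9 ± 2.18 to 344 ± 3.51 CPM, while Dusp6 had -0.60 and Socs3 -0.60, with adjusted p-values of 0.115 and 0.16. That list's median was -0.03, its mean 0.22, and camera's direction up without a call (adjusted p = 0.16, but 0.014 with the gene length offset chosen after seeing the data). The test fry, which sets a list against no change and not against other genes, called it higher (adjusted p = 0.0384). Fry also called higher the receptor and ISGF3 list (adjusted p = 0.01725), the ADP-ribosyltransferases (0.0254) and the guanylate-binding proteins (0.01725). At an unadjusted p under 0.05, 0 ADP-ribosyltransferases, 1 guanylate-binding protein and 3 feedback regulators were lower. The exact and likelihood ratio tests of edgeR called 2 of the feedback regulators lower, and DESeq2 and limma-voom 0.

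**Figure D2:**
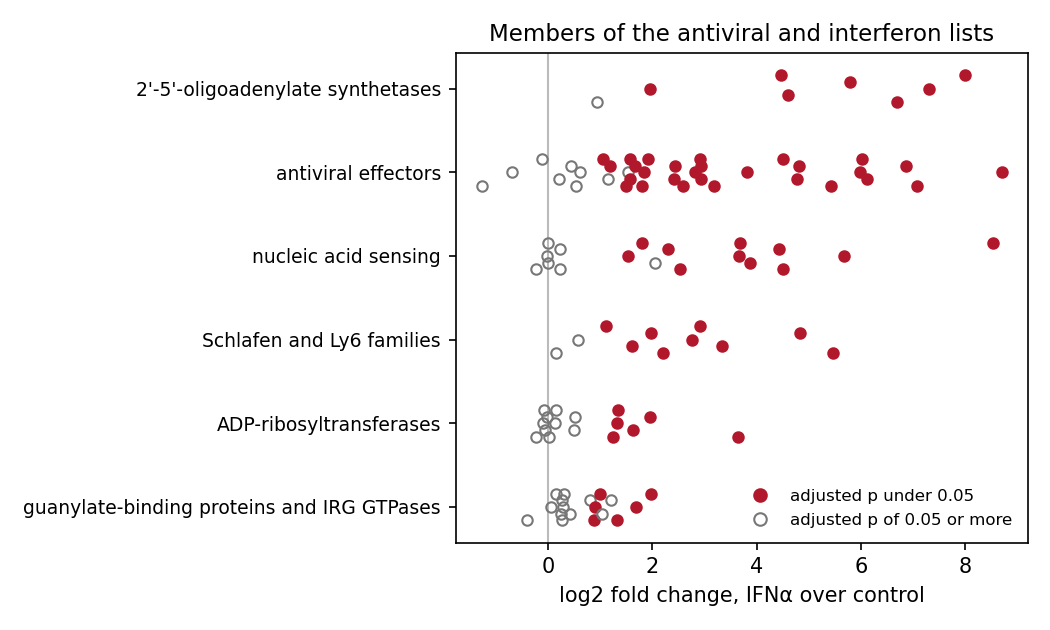
Log2 fold change of IFNα over control (horizontal axis) for each tested member of 6 gene lists. Filled red points have an adjusted p under 0.05 from edgeR's quasi-likelihood test and open points do not, and the vertical spread within a list has no meaning. Of the OAS genes 7 of 8 are filled. The points of Oas1g, Ifi204 and Tlr3 rest on 3 or fewer control counts, so their fitted values depend on the prior count.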

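Gene lists of antigen presentation and graft rejection, written from general knowledge before the values were seen, had a few strongly changed members and many that did not pass. Of 25 genes of MHC class I presentation, 1 rose, none fell and 24 did not pass (6 rose when adjusted over the list alone). H2-T24, a nonclassical class I gene, rose from 31.9 ± 5.07 to 223 ± 3.64 CPM (n = 2 in each group; log2 fold change 2.81, standard error 0.15, adjusted p = 0.000974 from edgeR's quasi-likelihood test). H2-T22 had a log2 fold change of 1.00 (adjusted p = 0.0577) and H2-Q6 of 0.80 (adjusted p = 0.118). Class I genes of these families are similar enough to share reads. Higher members numbered 6 by edgeR's exact and by its likelihood ratio test, 7 by DESeq2 and 2 by limma-voom. None of the 25 was lower at an unadjusted p under 0.05 or by edgeR's exact or likelihood ratio test, DESeq2 or limma-voom. Of the 25, 22 had a log2 fold change above 0, and the list's median was 0.30. The list was higher by camera (adjusted p = 5.4e-06), but adjusted p = 0.403 with an estimated correlation. Tested against no change (fry), it had adjusted p = 0.111.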

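Of 29 genes shared by graft rejection, graft-versus-host disease and type I diabetes pathways, 4 rose and 2 fell (9 rose and 2 fell when adjusted over the list alone; 8 rose by edgeR's exact and by its likelihood ratio test, 9 by DESeq2 and 5 by limma-voom). Besides H2-T24, Gzmb and Ifng, Cd86, a costimulatory ligand, rose from 9.37 ± 1.41 to 50.9 ± 4.38 CPM (log2 fold change 2.44, standard error 0.16, adjusted p = 0.00234 from edgeR's quasi-likelihood test). H2-Ob, a regulator of MHC class II loading, fell (log2 fold change -0.90, adjusted p = 0.0374), and was singled out after its value was seen. Camera gave the list an adjusted p = 4.59e-06, but adjusted p = 0.403 with an estimated correlation and 0.0927 without control replicate 2, and tested against no change (fry) it had adjusted p = 0.102. Of 17 cytokines and chemokines of T cells, 4 rose, none fell and 13 did not pass (7 rose and 2 fell when adjusted over the list alone; 7 rose by edgeR's exact and by its likelihood ratio test, 6 by DESeq2 and 5 by limma-voom). Cxcl10, a ligand of CXCR3, rose from 4.56 ± 0.33 to 229 ± 4.59 CPM (log2 fold change 5.65, standard error 0.14, adjusted p = 0.000102). The cytokine Lif rose from 3.27 ± 0.114 to 46.5 ± 3.14 CPM (log2 fold change 3.83) and the chemokine Ccl3 from 26.5 ± 7.08 to 88.3 ± 0.116 CPM (log2 fold change 1.74). Ccl4 (0.86), Cxcl9 (0.53) and Ccl5 (-0.35) did not pass. Cxcl11 had 1 count in the controls and 33 with IFNα, a ratio of 34.7 with an exact 95% counting interval of 5.81 to 1411, and did not pass the edgeR test (adjusted p = 0.0841). At an unadjusted p under 0.05, 2 members were lower, as by edgeR's exact and likelihood ratio tests, with 1 by DESeq2 and 0 by limma-voom. Camera gave the list an adjusted p = 9.84e-15, and adjusted p = 0.246 with an estimated correlation. Tested against no change (fry), it had adjusted p = 0.0384. Among the genes called higher, 9 of the 34 lists were over-represented (one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the lists), led by the antiviral effectors with 28 called genes (adjusted p = 4.94e-45).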

Consistently, pathways related to “virus infection” and “immune response” were changed prominently upon IFNα treatment (Supplementary Fig. S6D). The heatmap data showed that IFNα treatment sharply increased the expression of Granzyme B (*Gzmb*), a gene signature for the cytotoxicity of CD8^+^ T cells (Fig. 6C). 

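Gzmb, the granule protease granzyme B, rose from 77.1 ± 8.77 CPM in the controls to 857 ± 27.8 CPM with IFNα (SD, n = 2 in each group). This is 11.1-fold, a log2 fold change of 3.47 (standard error 0.15, adjusted p = 0.000543 from edgeR's quasi-likelihood test). The gene lies on chromosome 14 from 56258838 to 56262260 of GRCm38. Ifng, the cytokine IFNγ, rose from 10.1 ± 0.222 to 82.8 ± 5.02 CPM (log2 fold change 3.03, standard error 0.13, adjusted p = 0.000408) and lies on chromosome 10 from 118441046 to 118445892. Cd69, an early marker of T cell activation on chromosome 6 from 129267325 to 129275436, rose from 109.9 ± 5.33 to 201 ± 5.77 CPM. Its log2 fold change of 0.87 (standard error 0.12, adjusted p = 0.0325) is below 1, and the adjusted p was 0.212 without IFNα replicate 1 and 0.322 without IFNα replicate 2. Gzmc, another granzyme, on chromosome 14 from 56231441 to 56234656, was near the limit of detection, at 0.144 ± 0.204 CPM in the controls and 1.97 ± 0.574 CPM with IFNα. Its log2 fold change of 3.72 (standard error 1.03) did not pass the test (adjusted p = 0.174), and it may share reads with neighbouring granzyme genes. It passed in other settings, such as with edgeR's exact test (adjusted p = 5.115e-05) or without control replicate 1 (adjusted p = 2.72e-07), in which all 5 control counts lay.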

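Of 20 genes of cytotoxic granules and killing, 3 rose, none fell and 17 did not pass (11 rose when adjusted over the list alone). Besides Gzmb these were Klrc1, the receptor chain NKG2A that inhibits killing, from 6.39 ± 0.625 to 19.2 ± 3.34 CPM (log2 fold change 1.58, adjusted p = 0.0223), and Tnfsf10, the death ligand TRAIL, from 25.7 ± 5.58 to 57.1 ± 1.1 CPM (log2 fold change 1.15, adjusted p = 0.0488). The perforin gene Prf1, singled out after its value was seen, had a log2 fold change of 0.73 (adjusted p = 0.0769). Higher members numbered 8 by edgeR's exact and by its likelihood ratio test, 7 by DESeq2 and 3 by limma-voom. With the fold threshold, 2 were called higher under total-count scaling and 2 under a filter at a mean CPM of 5. There the list was not over-represented among the genes called higher (Fisher's exact test, adjusted p = 0.087 and 0.086, against 0.00762 in the main setting). None of the 20 was lower at an unadjusted p under 0.05 or by edgeR's exact or likelihood ratio test, DESeq2 or limma-voom. Of the 20, 16 had a log2 fold change above 0, and the list's median was 0.62. The list was higher by camera (adjusted p = 2.37e-09), but adjusted p = 0.25 with an estimated correlation. Tested against no change (fry), it had adjusted p = 0.0356. Of 12 markers of natural killer (NK) cells, which also carry granzymes, 4 had enough counts to be tested and none passed edgeR's quasi-likelihood test (0 by its exact and likelihood ratio tests, DESeq2 and limma-voom, and 2 higher at an unadjusted p under 0.05). Together these 4 were at 2.53 CPM in the controls and 4.91 CPM with IFNα (camera, adjusted p = 0.147), with Klra7 at a log2 fold change of 1.79 and Klri2 at 1.12. Of 19 activation markers, Cd69 rose and 18 did not pass (1 when adjusted over the list alone). Icos had a log2 fold change of -0.51 (adjusted p = 0.16) and Nr4a2 of 0.56 (adjusted p = 0.201). The list's median was 0.03, its mean -0.02 and camera's direction up without a call (adjusted p = 0.815). Of 12 transcription factors of effector differentiation, Eomes rose from 83.1 ± 1.02 to 251 ± 3.36 CPM (log2 fold change 1.59, standard error 0.12, adjusted p = 0.003) and 11 did not pass, among them Tbx21 (0.47) and the regulator Id2 (-0.56). For that list 2 rose and 1 fell when adjusted over the list alone, and camera made no call (adjusted p = 0.193, though fry, which tests against no change and not against other genes, gave adjusted p = 0.0356). The paper takes Gzmb as a signature gene of CD8+ T cell cytotoxicity and states that IFNα sharply increased it, and the experiments that it reports next measure Gzmb and the killing of tumor cells.

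**Figure D3:**
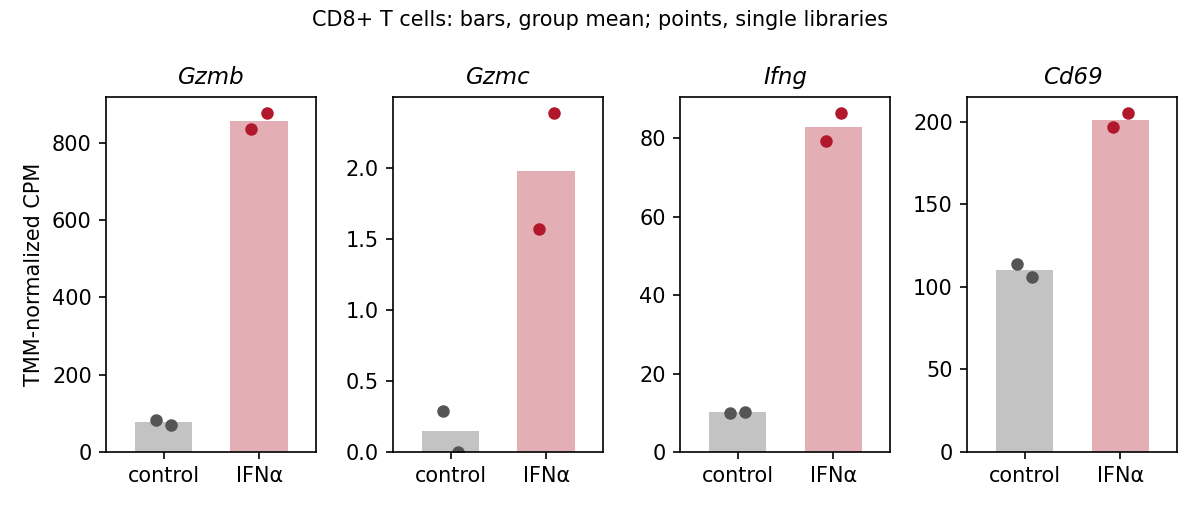
TMM-normalized CPM (vertical axis, starting at 0 with its own range in each panel) of Gzmb, Gzmc, Ifng and Cd69 in control and IFNα-treated CD8+ T cells. Bars show the mean of 2 samples and points the samples. For Gzmb, Ifng and Cd69 both IFNα samples lie above both controls with a gap far larger than the spread, and Gzmc stays below 3 CPM in all 4 samples.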

In line with this, IFNα or condition medium of IFNα-MSCs markedly promoted *Gzmb* expression (Fig. 6D and Supplementary Fig. S6E). Accordingly, administration of IFNα-MSCs to mice bearing B16F0 cells could dramatically promote the expression of GZMB in tumor infiltrated CD8^+^ T cells (Fig. 6E, F). In addition, these tumor infiltrated CD8^+^ T cells treated with IFNα exhibited stronger tumoricidal activity than those in mice of the control group (Fig. 6G).

**Fig. 6:**
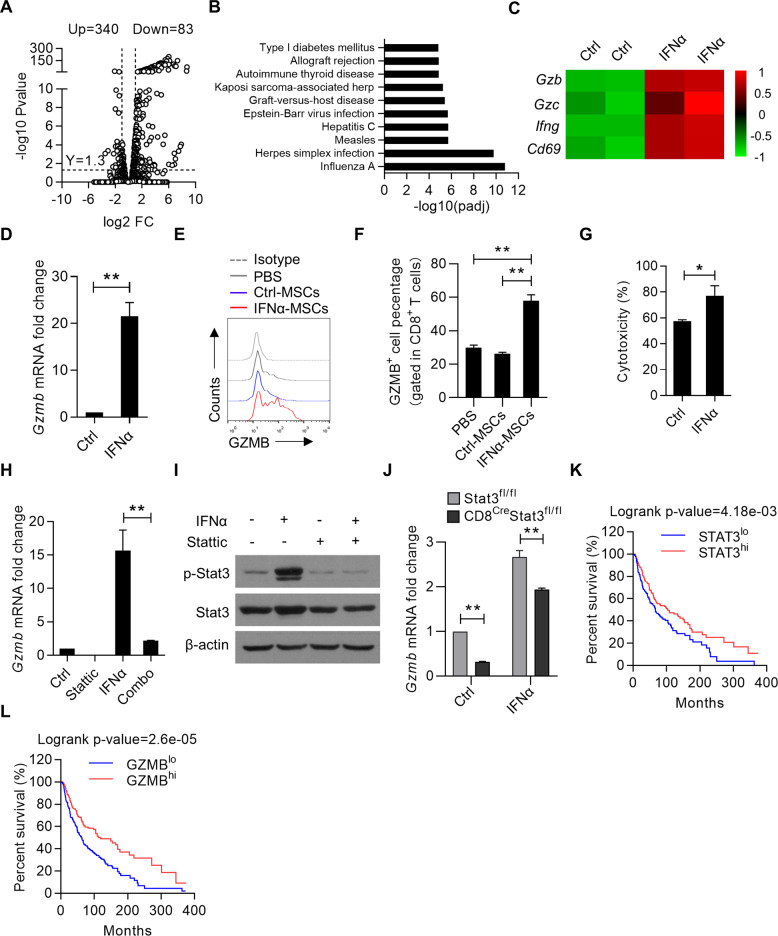
IFNα-MSCs potentiate CD8^+^ T cell cytotoxicity via the Stat3 signaling. **A** Volcano plot highlighting differentially expressed genes in IFNα treated CD8^+^ T cells compared with controls. CD8^+^ T cells were stimulated with PBS or IFNα (2 000 U/ml) for 48 h and subjected to RNA-seq analysis. **B** Gene ontology analysis of enriched transcripts in IFNα treated CD8^+^ T cells compared with controls. **C** Heatmap of the genes related to the activation and effector of CD8^+^ T cells. **D** The mRNA expression of *Gzmb* in CD8^+^ T cells treated with IFNα (2 000 U/ml) for 48 h. **E**, **F** Flow cytometric analysis of GZMB expression in tumor infiltrated CD8^+^ T cells. CD8^+^ T cells were isolated from tumor and stimulated by PMA and ionomycin in the presence of brefeldin A (BFA) for 4 h. Flow cytometry was used to analyze the expression of GZMB. **G** The cytotoxicity of intra-tumoral CD8^+^ T cells pretreated with IFNα. CD8^+^ T cells were isolated from B16F0 tumor and stimulated by anti-CD3 and anti-CD28 in the presence or absence of IFNα (2 000 U/ml) for 48 h. Then, CD8^+^ T cells were co-cultured with B16F0 cells at a ratio of 50:1 for 24 h. The cytotoxicity of CD8^+^ T cells was measured by lactate dehydrogenase (LDH) assay. **H** The regulation of STAT3 in IFNα induced *Gzmb* expression. CD8^+^ T cells were treated with IFNα (2 000 U/ml), Stattic (1 μM), an inhibitor of STAT3, or both for 12 h and determined the *Gzmb* expression by QPCR. **I** The effect of Stattic on STAT3 expression in CD8^+^ T cells. CD8^+^ T cells were treated with IFNα (2000 U/ml), Stattic (1 μM), an inhibitor of STAT3, or both for 0.5 h and examined the expression of Stat3 and phosphorylated Stat3 by immunoblotting. **J** The role of Stat3 in regulating GZMB expression in CD8^+^ T cells upon IFNα stimulation. CD8^+^ T cells were isolated from Stat3^fl/fl^ and CD8^Cre^Stat3^fl/fl^ mice and treated with PBS or IFNα (2000 U/ml) for 24 h. Cells were detected for *Gzmb* expression by QPCR. **K** The overall survival analysis in *STAT3*^*lo*^ and *STAT3*^*hi*^ melanoma patients in TCGA database. **L** The overall survival analysis in *GZMB*^*lo*^ and *GZMB*^*hi*^ melanoma patients. According to *STAT3* or *GZMB* expression, patients were stratified into two cohorts (cutoff at 25%). Data are shown as means ± SEM. *p < 0.05 and **p < 0.01.

We also investigated whether Stat(s) would be able to control the expression of GZMB in CD8^+^ T cells upon IFNα stimulation. Indeed, enhanced phosphorylation of Stat3 at Tyr705 was observed in IFNα treated CD8^+^ T cells, and this effect was markedly compromised by Stattic treatment (Fig. 6H, I). Both Stat1 inhibitor (Fludarabine) and Stat3 inhibitor (Stattic) were used to treat CD8^+^ T cells, in the presence or absence of IFNα. We found that IFNα-induced *Gzmb* expression is mediated by Stat3, but not Stat1 (Fig. 6H and Supplementary Fig. S6F). We further employed the Cre/Loxp system to specifically delete Stat3 in T cells in vivo. Compared to CD8^+^ T cells derived from Stat3^fl/fl^ mice, CD8^+^ T cells isolated from CD8^Cre^Stat3^fl/fl^ mice expressed lower level of *Gzmb*. Moreover, IFNα-induced *Gzmb* expression was impaired in CD8^+^ T cells with Stat3 deletion (Fig. 6J). By analysis of SKCM-TCGA data, we also found a positive correlation between *STAT3* and *GZMB* expression in human melanoma (Supplementary Fig. S6G). Consistently, melanoma patients with higher level expression of *STAT3* or *GZMB* suggested a good prognosis (Fig. 6K, L). Therefore, these data demonstrate that the release of IFNα by IFNα-MSCs reinforces the cytotoxicity of CD8^+^ T cells via regulation of the Stat3 signaling.

### IFNα-MSCs improve the efficacy of PD-L1 blockade

Lack of preexisting immune cell infiltration is an indicator of primary resistance to immune checkpoint blockade [32]. Given the powerful ability of IFNα-MSCs in deployment of CD8^+^ T cells into tumors, we hypothesized that combination of IFNα-MSCs and PD-L1 blockade may modulate the immune context of tumor and empower more potent anti-tumor effect. This notion is supported by the analysis of RNA sequencing data from PD-1 responders and non-responders, which showed that both *IFNA* and *IFNARs* were expressed at higher levels in patients responded well to the treatment of PD-1 blockade (Fig. 7A) [33]. Patients that respond to PD-1 blockade also exhibited increased expression of *STAT1*, *CXCL9*, *CXCL10*, *GZMB*, *CD8A,* and *CD8B*, which is consistent with our observation in tumor model with IFNα-MSC treatment (Fig. 7B). We re-analyzed their immunohistochemistry data and found that the density of CD3^+^, CD4^+^, and CD8^+^ T cells were prominently higher in anti-PD1 responders as compared to non-responders (Fig. 7C).

**Fig. 7:**
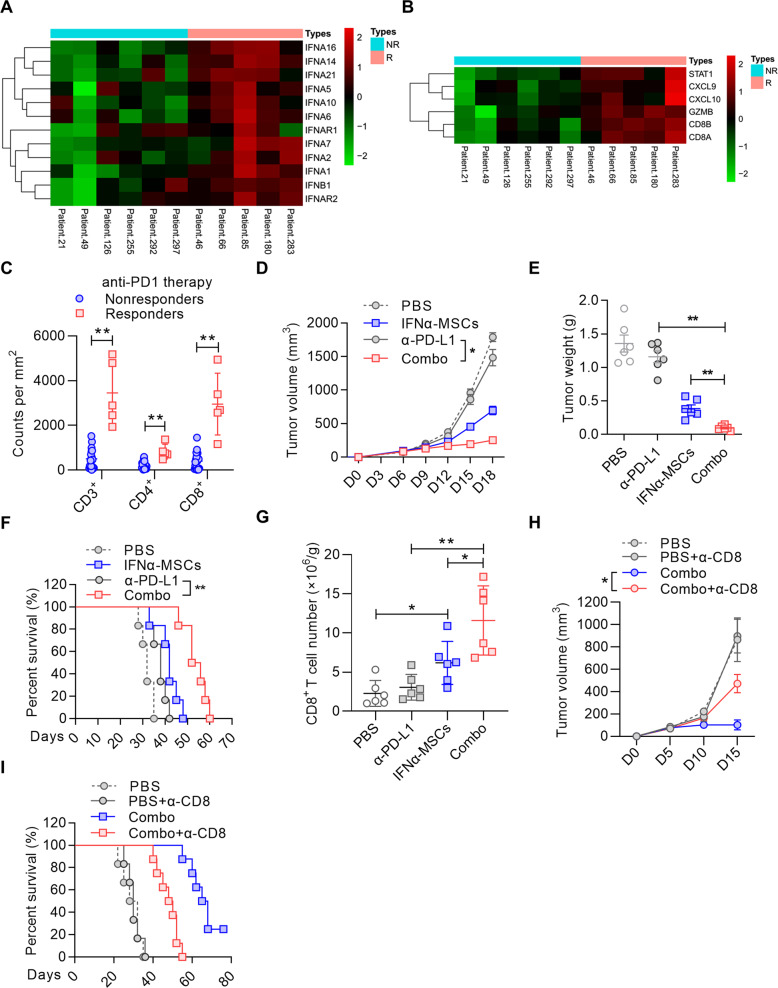
IFNα-MSCs synergize with PD-L1 blockade. **A** Comparison of *IFNA* and *IFNARs* expression in tumors from PD-1 blockade responders and non-responders. **B** Comparison of *STAT1*, *CXCL9*, *CXCL10*, *GZMB*, *CD8B*, and *CD8A* expression in tumors of PD-1 blockade responders and non-responders. **C** The density of CD3^+^, CD4^+^, and CD8^+^ T cells in the tumors of PD-1 blockade responders and non-responders. **D** The synergistic anti-tumor effect of IFNα-MSCs and PD-L1 blockade on tumor growth. B16F0 tumor bearing mice were administered with IFNα-MSCs (1.0 × 10^6^ per mouse, *i.m*.) or α-PD-L1 (100 μg per mouse, *i.p*.) or both (Combo) on day 5 after tumor initiation. Tumor volume was measured and calculated every 3 days (*n* = 4). **E** Mass of B16F0 tumors treated with IFNα-MSCs, α-PD-L1, or their combination (Combo) (*n* = 6). **F** The survival curves of B16F0 tumor bearing mice treated with IFNα-MSCs, α-PD-L1, or combo (*n* = 6). **G** Numbers of CD8^+^ T cells in the tumors of mice with treatment of IFNα-MSCs, α-PD-L1, or combo (*n* = 6). **H**, **I** Impairing the synergistic anti-tumor effects of IFNα-MSCs and PD-L1 blockade by CD8^+^ T cell depletion. Mice were inoculated with B16F0 cells and treated with IFNα-MSCs (1.0 × 10^6^) plus α-PD-L1 (100 μg per mouse), with or without administration of α-CD8 at 200 μg per mouse (*n* = 6 or 8). Tumor volume was measured and calculated every 5 days (**H**). The survival of B16F0 tumor bearing mice were monitored (**I**). Data are shown as means ± SEM. *p < 0.05, and **p < 0.01.

IFNα is one of the most potent inducers of PD-L1, which serves as a negative feedback mechanism to dampen immune responses [34]. Consistent with previous studies, we found that IFNα robustly induce PD-L1 expression in a dose-dependent manner in B16F0 cells (Supplementary Fig. S7A, B). In the mouse melanoma model, however, α-PD-L1 alone administration only had minor impact on the rate of tumor growth, suggesting simple blockade of the immune checkpoint is insufficient to elicit a powerful anti-tumor immune response. However, in comparison with the control group, mouse treated with the combination of IFNα-MSCs and α-PD-L1 profoundly decreased tumor growth (Fig. 7D, E) and increased survival time of tumor bearing mice over monotherapies (Fig. 7F). To better understand how the treatment with α-PD-L1 plus IFNα-MSC regulated the tumor immune response, we counted CD8^+^ T cells in matched tumors. Treatment with IFNα-MSCs and α-PD-L1 significantly increased CD8^+^ T cells in tumor (Fig. 7G). To further verify whether CD8^+^ T cells are responsible for the enhancement of anti-tumor efficacy of α-PD-L1 plus IFNα-MSCs, we depleted CD8^+^ T cells by intraperitoneal injection α-CD8 antibody (clone number 2.43). Depletion of CD8^+^ T cells diminished the anti-tumor effects of α-PD-L1 plus IFNα-MSCs, but had no effect in the untreated group (Fig. 7H). Moreover, the survival benefit induced by the combination treatment was comprised when CD8^+^ T cells were depleted (Fig. 7I). Collectively, these results indicate that administration IFNα-MSCs could strikingly enhance the responsiveness to PD-L1 blockade.

## Discussion

The paucity of immune cells in tumors adversely correlates with patient prognosis. Remodeling tumor microenvironment holds great promise for cancer treatment. Here, we found that administration of IFNα-MSCs attracted CD8^+^ T cells into tumors and elicited anti-tumor activities. In the tumor microenvironment, IFNα-MSCs suppress tumor progression in an action of “killing two birds with one stone”: (i) Promoting CD8^+^ T cell infiltration into tumor tissue; (ii) Potentiating the cytotoxicity of CD8^+^ T cells in a tumor specific manner (Fig. 8). Of note, combination treatment of IFNα-MSCs and PD-L1 blockade synergistically suppresses tumor growth and significantly improves the survival of tumor bearing mice.

**Fig. 8:**
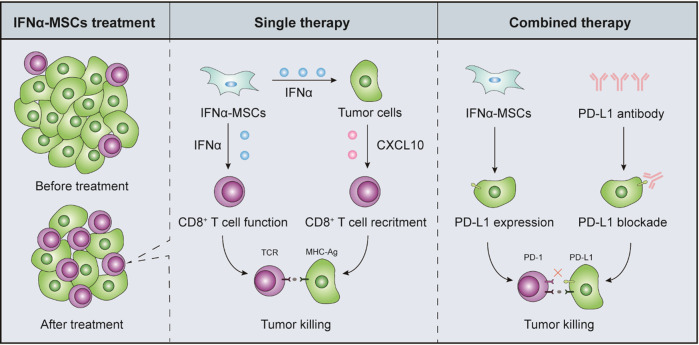
Schematic model depicting the mechanisms of anti-tumor effect by IFNα-MSCs. Administration of IFNα-MSCs stimulates tumor cells to produce CXCL10, which attracts the accumulation of CD8^+^ T cells in tumor sites. IFNα released by IFNα-MSCs also enhances GZMB expression in CD8^+^ T cells and potentiates their anti-tumor activities. More importantly, such remodeling on anti-tumor immune microenvironment by IFNα-MSCs can optimize the therapeutic effect of PD-L1 blockade.

Consistent with previous studies, our analysis demonstrated that low levels of signals elicited by type I IFNs correlate with poor prognosis in melanoma patients. Therefore, reintroduction of type I IFNs or IFN signaling are principally important in combating tumor [35]. However, systemic administration of type I IFNs is always accompanied by severe adverse effects, limiting their clinical applications. In our previous studies, we equipped MSCs with IFNα and tested their ability to specifically deliver IFNα to solid tumors [27, 28]. Compared to IFNα, IFNα-MSCs were more effective in suppression of tumor growth. More importantly, IFNα-MSCs remodel anti-tumor immune microenvironment through a concerted action. In this scenario, IFNα-MSCs in tumor sites induce the production of CXCL10 in tumor cells which in turn mobilizes CD8^+^ T cell into tumors. Meanwhile, IFNα released by IFNα-MSCs enhances the expression of GZMB in CD8^+^ T cells and thus promotes their ability to eradicate tumor cells. Therefore, employment of IFNα-MSCs to modulate tumor microenvironment holds great promise in the treatment of solid tumors.

Clinically, primary tumors have more optional treatments, including surgery, chemotherapy, radiotherapy, and immunotherapy. However, the available treatments for unresectable or drug-resistant tumors are largely limited [36]. In fact, about >90% of mortality from cancer is attributable to subsequent metastases [37]. Thus, there is a desperate need to develop novel strategy to target local and distant tumors concurrently. In this study, by employing bilateral tumor model, we found that introduction of IFNα-MSCs in ipsilateral tumors could control the growth of contralateral tumors. Evidence that local administration of IFNα-MSCs contributed to a systemic anti-tumor effect was provided by the increase in CD44^+^CD62L^+^ CD8^+^ T cells in tumor draining lymph node observed in tumors injected with IFNα-MSCs. Therefore, administration of IFNα-MSCs may be an ideal therapeutic strategy to treat cancer patients with distal metastases.

Our study provides further insights into anti-tumor immunotherapies. A combination therapy of IFNα-MSCs and PD-L1 blockade demonstrated an enhancement in survival and tumor control. Such a combination reversed the paucity of immune cell infiltration in the tumor microenvironment, a major reason for the failure of immune checkpoint blockade treatment. Previous studies have demonstrated that promoting the infiltration of tumor antigen-specific CD8^+^ T cells in tumors can strengthen immunotherapy response [38, 39]. Activation of type I IFN signaling improved the efficacy of PD-1 blockade in melanoma featured by less immune cells [40]. Consistently, type I IFN fusion protein could optimize the therapeutic effects of PD-L1 blockade [14, 18, 41]. Together, these findings consolidate that targeted delivery of type I IFN into the tumor microenvironment is a feasible approach to enhance the therapeutic effect of immune checkpoint blockade treatment. Future investigations should be focused on exploring whether IFNα-MSC administration could optimize the efficacies of other anti-tumor strategies, such as tumor vaccination, radiotherapy, and chemotherapy [42–44].

IFNα treatment facilitates lymphocyte infiltration into tumors through augment of CXCL10 production by tumor cells. CXCR3, a receptor for CXCL9, CXCL10, and CXCL11, is expressed on T cells [45]. Activation of CXCR3 could induce T cell infiltration into inflamed sites [46]. However, CXCR3 is also expressed on melanoma cells. It has been reported that ligation with CXCL10 increased the metastasis of melanoma [47–49]. Therefore, strategies targeting CXCR3 to boost cytotoxic T lymphocyte recruitment should be carefully designed to avoid the hijack of melanoma cells.

It should be noted that type I IFNs have dramatic effects on the activation, migration, differentiation, function, and survival of innate immune cells, including dendritic cells, natural killer cells, macrophages, neutrophils, and monocytes [16, 50–55]. Type I IFNs stimulated antigen presenting cells to express high levels of MHC molecules and co-stimulatory molecules, such as CD80 and CD86 [56], which are critical in initiating and amplifying T cell activation. A recent publication also emphasized that delivery of type I interferon elicited an anti-tumor immunity via XCR1^+^ dendritic cells [51]. Therefore, the influence of IFNα produced by IFNα-MSCs on CD8^+^ T cells could involve its regulation on innate immune cells. Future investigation will examine the roles of dendritic cells and macrophages in the anti-tumor T cell immunity induced by IFNα-MSCs. In addition, MSCs are well-known in immunosuppression, raising the potential in orchestrating tumor immune microenvironment to facilitate tumor progression. In fact, the immunosuppression of MSCs should be evoked by IFNγ and TNF or IL-1 and can be totally abolished by the presence of IFNα [28]. We here demonstrate that MSCs equipped with IFNα can deploy tumoricidal CD8^+^ T cells in tumor microenvironment and synergistically enhance anti-tumor effect of α-PD-L1.

Together, our study highlights the potential to harness IFNα-MSCs to invigorate T cells and remodel tumor immune microenvironment, which should have beneficial effects in eradicating multiple types of tumors. Such approach provides insights into the application of immune checkpoint blockade, which need the preexisting T cell infiltration and/or presence of PD-L1 and PD-1. It is critical to examine if the strategies reported herein can be extended to other tumor types, especially those that are less immunogenic. Nevertheless, our study not only illustrates the molecular mechanism of the utilization of IFNα-MSCs in eradicating tumors, but also verifies an approach of using IFNα-MSCs to enhance the responsiveness to immune checkpoint blockade.

## Materials and methods

### Study design

The objective of this study was to investigate the therapeutic effect of IFNα-MSCs on tumor progression. To achieve this, we first used TCGA database to analyze the relationship between type I IFNs and their related signals and clinical outcome of patients with melanoma. Second, we constructed IFNα secreting MSCs and tested their anti-tumor effect in explanted and spontaneous tumors. By employment of specific gene knockout mice and antibody to delete certain type of immune cells, we confirmed that CD8^+^ T cells are indispensable for the therapeutic effects of IFNα-MSCs. We further verified the molecular mechanisms of IFNα in treatment of tumors. Last, we explored the synergistic effect of IFNα-MSCs and PD-L1 blockade on the suppression of tumor.

### Cells

MSCs were isolated from bone marrow of 6-week-old female C57/BL6 mouse tibia and femur according to the protocol previously described by our laboratory [57]. Ctrl-MSCs and IFNα-MSCs were constructed by lentivirus transfection as previously described [27]. MC38 cells were purchased from Kerafast (Boston, MA). B16F10 cells and MC38 cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum, 2 mM glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin. All cell lines were tested negative for Mycoplasma contamination and authenticated with short tandem repeat assays. Splenic or intra-tumoral CD8^+^ T cells were isolated using magnetic cell sorting kit (Miltenyi Biotec, Bergisch Gladbach, Germany). CD8^+^ T cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum, 2 mM glutamine, 100 U/ml penicillin, 100 μg/ml streptomycin, 1 mM sodium pyruvate, and 55 μM 2-mercaptoethanol (Gibco, Grand Island, NY).

### Mice

C57BL/6 mice were purchased from Shanghai Laboratory Animal Center of the Chinese Academy of Science (Shanghai, China). β2m^−/−^, Ciita^−/−^, Stat3^fl/fl^, and CD8-Cre mice were purchased from Jackson Laboratory. Rag2^−/−^ mice were purchased from Biomodel (Shanghai, China). MMTV-PyMT mice were kindly provided by Dr. Xiaoren Zhang of Shanghai Institute of Nutrition and Health of the Chinese Academy of Sciences. CD8^Cre^Stat3^fl/fl^ mice were obtained by crossing Stat3^fl/fl^ mice with CD8-Cre mice. All mice were maintained under specific pathogen-free condition and were performed in compliance with NIH Guide for the Care and Use of Laboratory Animals (National Academies Press, 2011) and the ARRIVE guidelines. Furthermore, all experiments were approved by the Institutional Animal Care and Use Committee of the Institute of Nutrition and Health, Shanghai Institutes for Biological Sciences of Chinese Academy of Sciences. A total of 8-week-old mouse was randomly divided into different groups (6–8 mice/group). The animals successfully inoculated with tumor were included in this study. The animals were excluded if the mice rejected tumors or if the animal died prematurely. Considering sex as a biological variable in research, animals were matched for gender in each experiment. For each animal study, due to powerful anti-tumor activity of IFNα-MSCs, the experimenter could not be blinded to whether the animal was injected with Ctrl-MSCs or IFNα-MSCs. 724 mice were used in this study: C57BL/6 mice (*n* = 600), MMTV-PyMT mice (*n* = 50), Rag2^−/−^ mice (*n* = 10), Ciita^−/−^ mice (*n* = 12), β2m^−/−^ mice (*n* = 12), Stat3^fl/fl^ mice (*n* = 20), and CD8^Cre^Stat3^fl/fl^ mice (*n* = 20).

### Reagents

Specific antibodies used for flow cytometry: CD3 (11-0031-85), CD45 (11-0451-85), CD4 (45-0042-82), CD8 (17-0081-83), CD11b (17-0112-83), Ly6C (17-5932-82), CD49b (12-5971-82), NK1.1 (17-5941-82), CD69 (17-0691-82), CD25 (17-0251-83), CXCR3 (17-1831-82), CXCR4 (12-9991-82), CD44 (12-0441-83), CD62L (17-0621-83), F4/80 (12-4801-82), CD11c(35-0114-82) were obtained from eBioscience Inc (La Jolla, CA). Antibodies to Ly6G (127616), Ki67 (652410), GZMB (515406), and CCR5 (107008) were purchased from BioLegend Inc (La Jolla, CA). Antibodies to Stat1 (9172 S), p-Stat1 (9171 L), p-Stat3 (9145 S), Stat3 (4904 S) and β-actin (4970 S) were purchased from Cell Signaling Technology (Danvers, MA). Small molecule inhibitors, BAY11-7082, PDTC, and AMG487 were purchased from MedChemExpress (Shanghai, China). Fludarabine, Stattic and FTY720 were obtained from TargetMol (Shanghai, China). Recombinant mouse IFNα were obtained from PBL Assay Science (New Brunswick, NJ). Recombinant mouse CXCL10 were obtained from Thermo Fisher Scientific (Waltham, MA). Mouse Cxcl10 shRNA lentiviral particles (shCxcl10: 5’- TTGATGGTCTTAGATTCCGGA-3’) and overexpressing particles (pSLenti-EGFP-P2APuro-CMV-MCS-3Flag and pSLenti-EGFP-P2APuro-CMV-Cxcl10-3Flag) were purchased from OBiO Technology (Shanghai, China).

### Tumor models

B16F0 and MC38 tumor models: B16F0 cells or MC38 cells (1 × 10^6^) were intramuscularly inoculated into outside thigh. Ctrl-MSCs or IFNα-MSCs (1 × 10^6^) were locally injected into peritumoral tissue every 3 days. Mice were inspected daily and euthanatized when tumor burden started to significantly affect their mobility. B16F10 mouse melanoma model: B16F10 cells (5 × 10^5^) were intravenously injected into C57BL/6 mice. On day 7, they also received intravenous injection of IFNα-MSCs (5 × 10^5^). Spontaneous mammary cancer model: MMTV-PyMT mice at 4 weeks old were treated with PBS, Ctrl-MSCs (3 × 10^5^) or IFNα-MSCs (3 × 10^5^) twice a week. The survival times of tumor bearing mice were recorded and plotted. Mouse melanoma with α-PD-L1 treatment: B16F0 cells (1 × 10^6^) were intramuscularly inoculated into the outside thigh. On day 5, these mice also received PD-L1 antibody (100 μg, clone 10F.9G2) and IFNα-MSCs (1 × 10^6^). Tumor volumes (volume = 0.5 × length × width^2^) were measured every 2 or 3 days.

### Isolation and activation of splenic CD8^+^ T cells

Naive CD8^+^ T cells were isolated from the mouse spleen using immunomagnetic separation beads (Miltenyi Biotec, Bergisch Gladbach, Germany). These CD8^+^ T cells were then seeded into 96-well plates (3 × 10^5^/well) pre-coated with 2.5 μg/mL anti-CD3 (16-0032-86, eBioscience) with the addition of soluble 1 μg/mL anti-CD28 (16-0281-86, eBioscience). The CD8^+^ T cells were activated for 2 or 3 days and used for the respective experiments.

### CFSE staining

Naïve CD8^+^ T cells were isolated from mouse spleen and were stained with 5 μM CFSE (Invitrogen, Carlsbad, CA) for 10 min. CFSE-labeled CD8^+^ T cells were stimulated with anti-CD3 (2.5 μg/mL)) and anti-CD28 (1 μg/mL) in the presence or absence of IFNα for 72 h. Flow cytometry was used to analyze CFSE intensity reduction as an indicator of cell proliferation.

### Stimulation of intra-tumoral CD8^+^ T cells in vitro

B16F0 tumor was homogenized by pressing through 70 μm cell strainers. After washing and centrifugation, cells were resuspended in 35% Percoll solution and layered on 70% Percoll followed by centrifugation at 2000 rpm for 20 min at room temperature. Lymphocytes were collected from the interface and washed with RPMI-1640 medium. Then, the CD8 MicroBeads kit was used to isolate CD8^+^ T cells according to the manufacturer’s instruction. Isolated CD8^+^ T cells were seeded in 96-well plates in the presence of α-CD3/CD28 antibodies or PMA (50 ng/ml) plus ionomycin (1 μg/ml) and incubated with Brefeldin A (BFA) for 4 h before stained for surface markers and intracellular cytokines.

### Cytokine measurement

The levels of IFNα and CXCL10 in serum or culture medium were determined by kits from eBioscience according to manufacturer’s indications.

### Western blotting analysis

Total protein was extracted from cells with RIPA lysis buffer (Beyotime, Shanghai, China). The protein concentration of each sample was determined by BCA Protein Assay (Thermo Scientific). Twenty μg proteins were loaded and separated on SDS-PAGE. After transferred onto PVDF membrane and blocked with 5% defatted milk powder, specific primary antibodies against p-Stat1, Stat1, p-Stat3, Stat3, and β-actin were used for specific protein detection and HRP-conjugated secondary antibodies were used to reveal specific bindings. The staining was detected with the ECL system (Millipore).

### Real-time PCR

Total RNA was extracted from cells and animal tissues using the Trizol kit (Invitrogen) or RNA easy mini kit (QIAGEN, Hilden, Germany) according to the manufacturer’s protocols. qPCR RT master mix kit (Takara, Kyoto, Japan) was used to synthesize cDNA. The qPCR analysis was performed using a FastStart Universal SYBR Green Master (Roche). Sequences of primers used are listed in Supplementary Table 1.

### Hematoxilin & eosin and immunofluorescence staining

Tissues from tumor bearing and tumor-free mice were collected and fixed in 4% paraformaldehyde overnight. The samples were sequentially dehydrated with ethanol. After treatment with xylene for 20 min twice, samples were embedded in paraffin. Then, the samples were sectioned at 5 μm thickness and stained with hematoxylin and eosin. For CD3 staining, the sections were incubated with rabbit anti-CD3 after deparaffinization, followed by incubation with Alexa Fluor 488 conjugated goat anti-rabbit IgG in dark. After DAPI staining, images were taken using a Zeiss Observer Z1 (Carl Zeiss).

### Cell cycle and apoptosis analysis

Annexin V/propidium iodide staining (eBioscience) was performed to assess apoptotic and necrotic cells. Briefly, B16F0 cells were treated with IFNα, Ctrl-MSC CM, or IFNα-MSC CM for 2 days. Annexin V/propidium iodide staining were carried out according to the manufacturer’s instructions. Cells were collected and washed with PBS, then analyzed using a BD FACS Caliber flow cytometer (BD Biosciences). The data were analyzed by using FlowJo software.

### RNA sequencing and analysis

Naïve splenic CD8^+^ T cells were isolated by immunomagnetic separation beads (Miltenyi Biotec, Bergisch Gladbach, Germany), and stimulated with anti-CD3 and anti-CD28 in the presence or absence of IFNα (2000 U/ml) for 48 h. Total RNA was isolated using Trizol reagent (Ambion). NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) was used for generating sequencing libraries, and samples were sequenced on the Illumina HiSeq platform. Sequencing reads were mapped to the mouse reference genome using Hisat2 v2.0.5. edgeR was used for the normalization and identification of differentially expressed genes. The resulting *P*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value < 0.05 and │log2 (fold change) │> 1 were considered as differentially expressed.

### Data mining

TCGA-SKCM data was downloaded from the internet (http://gdac.broadinstitute.org/). All types of *IFNA* and *IFNARs* were selected for expression analysis. For CD8^+^ T cell infiltration analysis, *IFNAR1*, *IFNAR2*, and *CXCL10* expressions were cut off at 25%. The CIBERSORT analytical tool was used to enumerate CD8^+^ T cell number in melanoma tissues (https://cibersortx.stanford.edu/). For survival analysis, *IFNAR1*, *IFNAR2*, *JAK1*, *TYK2*, *STAT1*, *STAT2*, *IRF9*, *MIX1*, *CD8A*, *CXCL10*, *STAT3*, and *GZMB* expressions were cut off at 25% and plotted by using OncoLnc (http://www.oncolnc.org/). We used the existing data sets to investigate the link between *IFNA* and *IFNAR* expressions to PD-1 antibody treatment and generated Fig. 7A, B, C [33].

### Statistical analysis

Data are presented as means ± SEM as specified in the figure legends and analyzed with GraphPad Prism 8. The number of mice used per treatment group is indicated as “*n*” in the corresponding figure legends. Student’s *t*-test (two tailed) and Log-rank (Mantel–Cox) test were used for statistical analysis. Significant differences are indicated as follows: n.s., no significance, *p < 0.05, **p < 0.01, and ***p < 0.001.

## Supplementary information

Supplementary Table 1

Supplementary data

## Data Availability

No statistical methods were used to predetermine sample size. We thus estimated the sample size empirically. No random methods were used in this study. Investigators were not blinded to allocation during experiments. The authors declare that all relevant data of this study are available within the article or from the corresponding author on reasonable request. The RNA-seq data are openly available in Gene Expression Omnibus (GEO), GSE184918.

# Supplementary material for: Mesenchymal stromal cells equipped by IFNα empower T cells with potent anti-tumor immunity
**Source:** Oncogene. 2022 Feb 10;41(13):1866–81. doi: 10.1038/s41388-022-02201-4
**Supplement:** Supplementary file 2 — Supplementary data

**Supplementary information**

**Mesenchymal Stromal Cells Equipped by IFNα Empower T Cells**

**with Potent Anti-tumor Immunity**

Tao Zhang^1^, Yu Wang^1^, Qing Li^1^, Liangyu Lin^1^, Chunliang Xu^1^, Yueqing Xue^1^, Mingyuan Hu^1^, Yufang Shi^1, 2,*^ and Ying Wang^1,*^

**Supplementary Figure Legends:**

**Fig. S1** **Analysis of *IFNAR* expression in melanoma patients.** **A** Analysis of *IFNAR1* expression in melanoma patients. **B** Analysis of *IFNAR2* expression in melanoma patients. **C** Comparison of *IFNAR1* expression in normal skin, nevus and melanoma using the GSE3189 dataset. **D** The percentages of CD8^+^ T cells in metastatic melanoma of patients with low *IFNAR1* or high *IFNAR1* expression. *IFNAR1* expression was cutoff at 25%, and CIBERSORT was used to analyze the percentage of CD8^+^ T cells in metastatic melanoma based on TCGA-SKCM dataset. ***p* < 0.01.

**
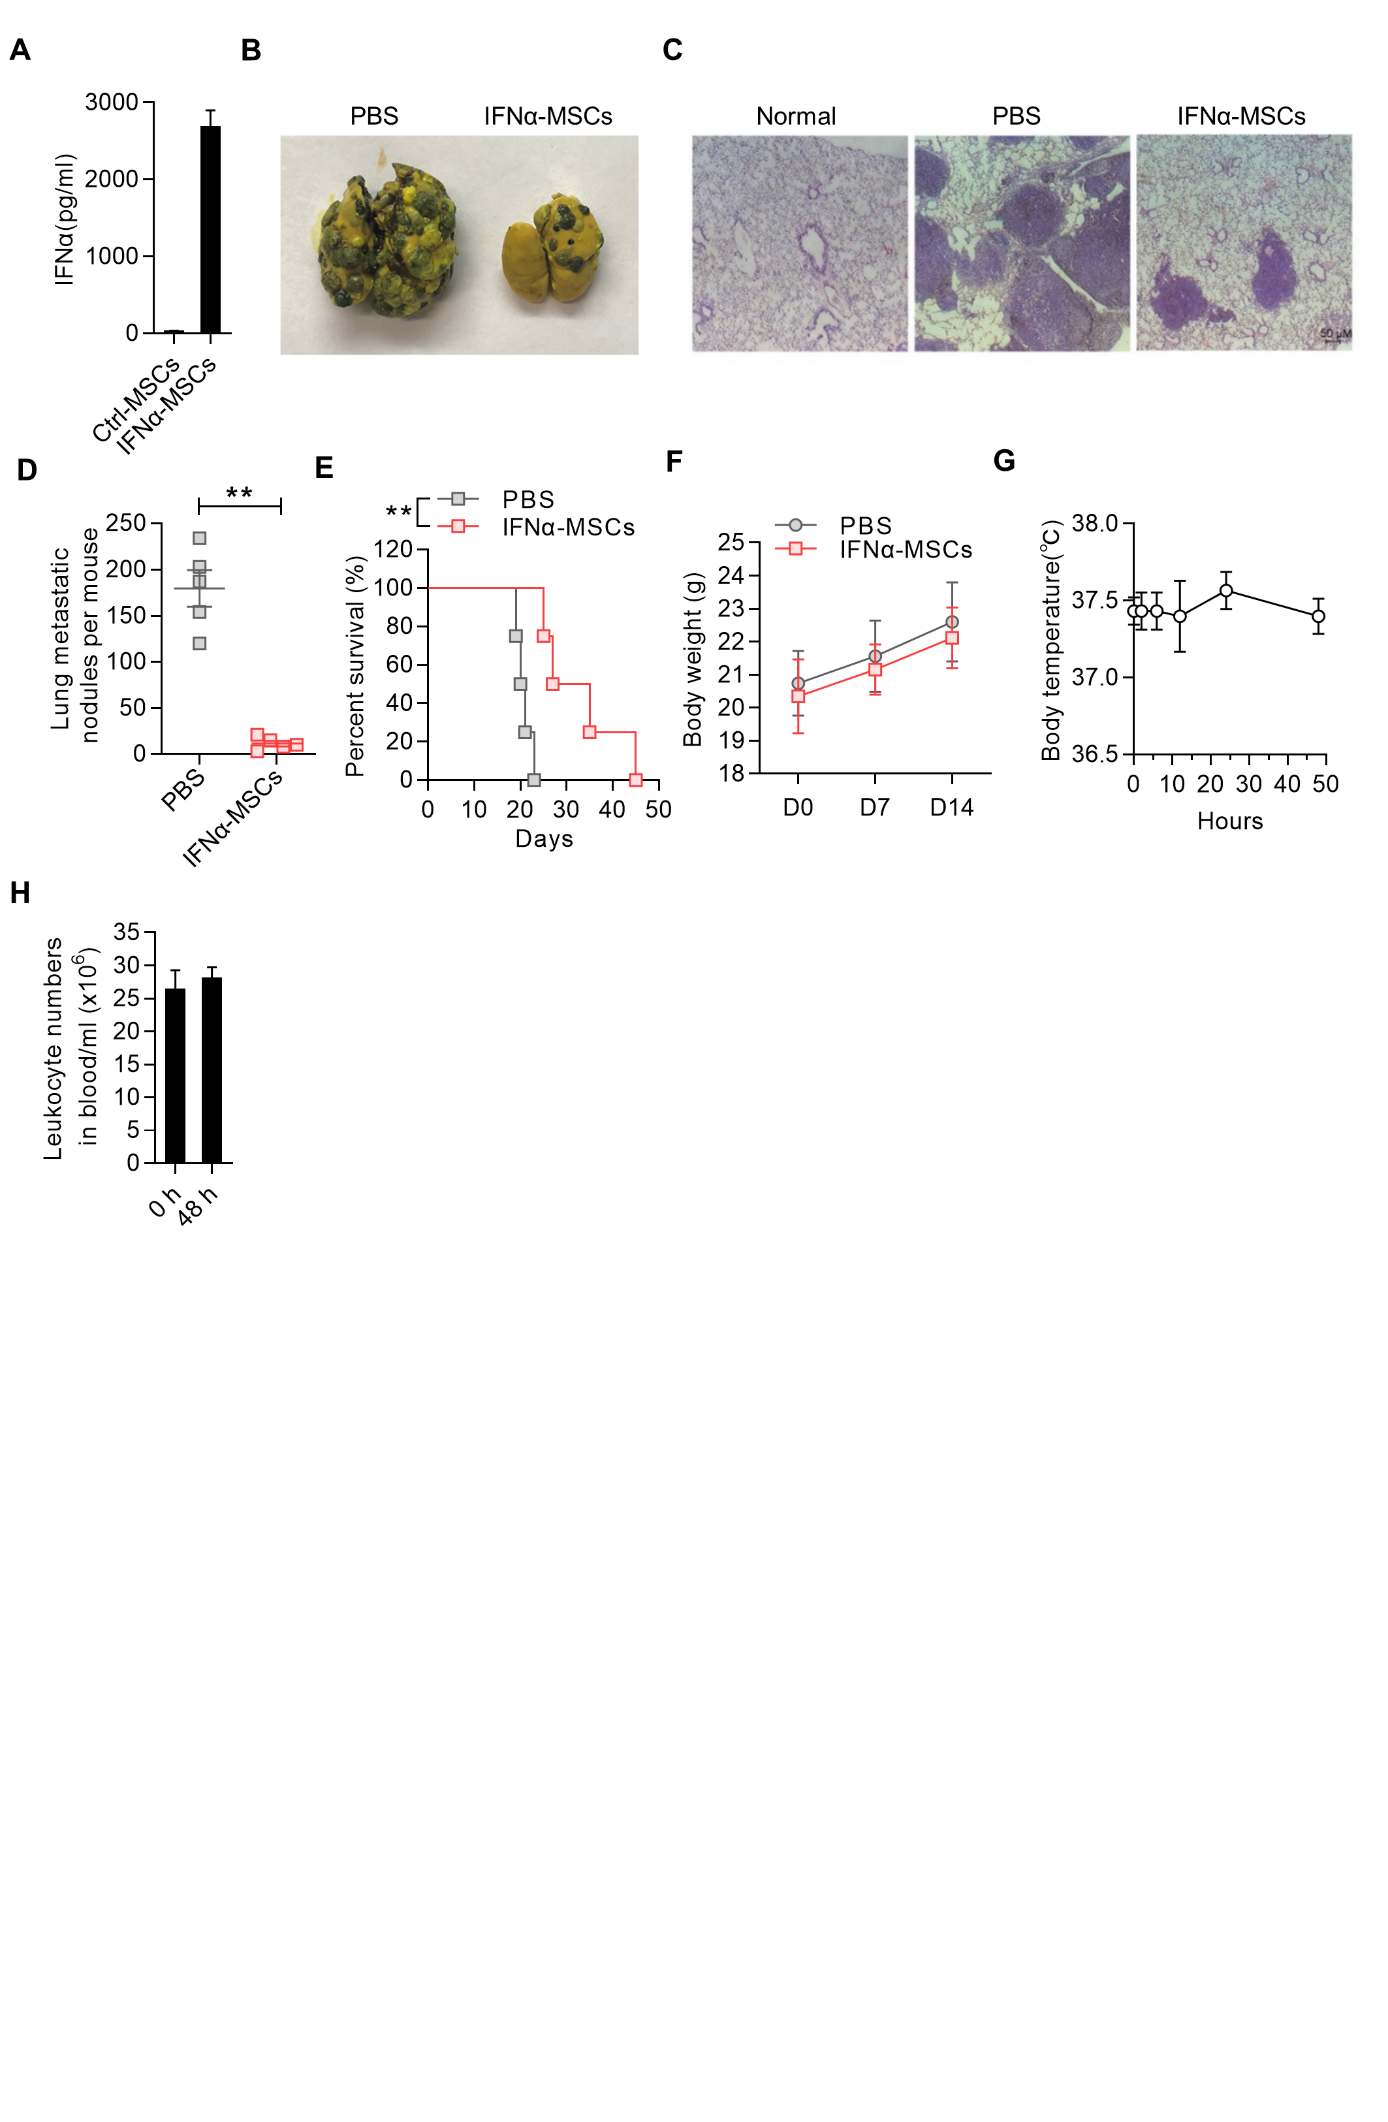
**

**Fig. S2** **Assessment of the toxicity of IFNα-MSCs.** **A** IFNα concentration in the culture medium of Ctrl-MSCs and IFNα-MSCs detected by ELISA assay. **B** Representative images of lungs treated with PBS or IFNα-MSCs. B16F10 cells (5 × 10^5^) were intravenously injected into mice. On day 7, mice received IFNα-MSCs intravenously (5 × 10^5^). At indicated timepoints, the lung tissues were harvested and the survival time was recorded. **C** Hematoxilin & eosin staining of the lung sections on day 21. **D** Quantification of the metastatic nodules in the lungs of mice treated with PBS or IFNα-MSCs (*n* = 5). **E** The survival curves of mice treated with PBS or IFNα-MSCs (*n* = 4). **F** Changes of body weight of mice treated with or without IFNα-MSCs. **G** Changes of body temperature of mice treated with IFNα-MSCs. **H** Numbers of leukocytes in peripheral blood of mice with IFNα-MSC administration. Data are shown as means ± SEM. ***p* < 0.01.

**
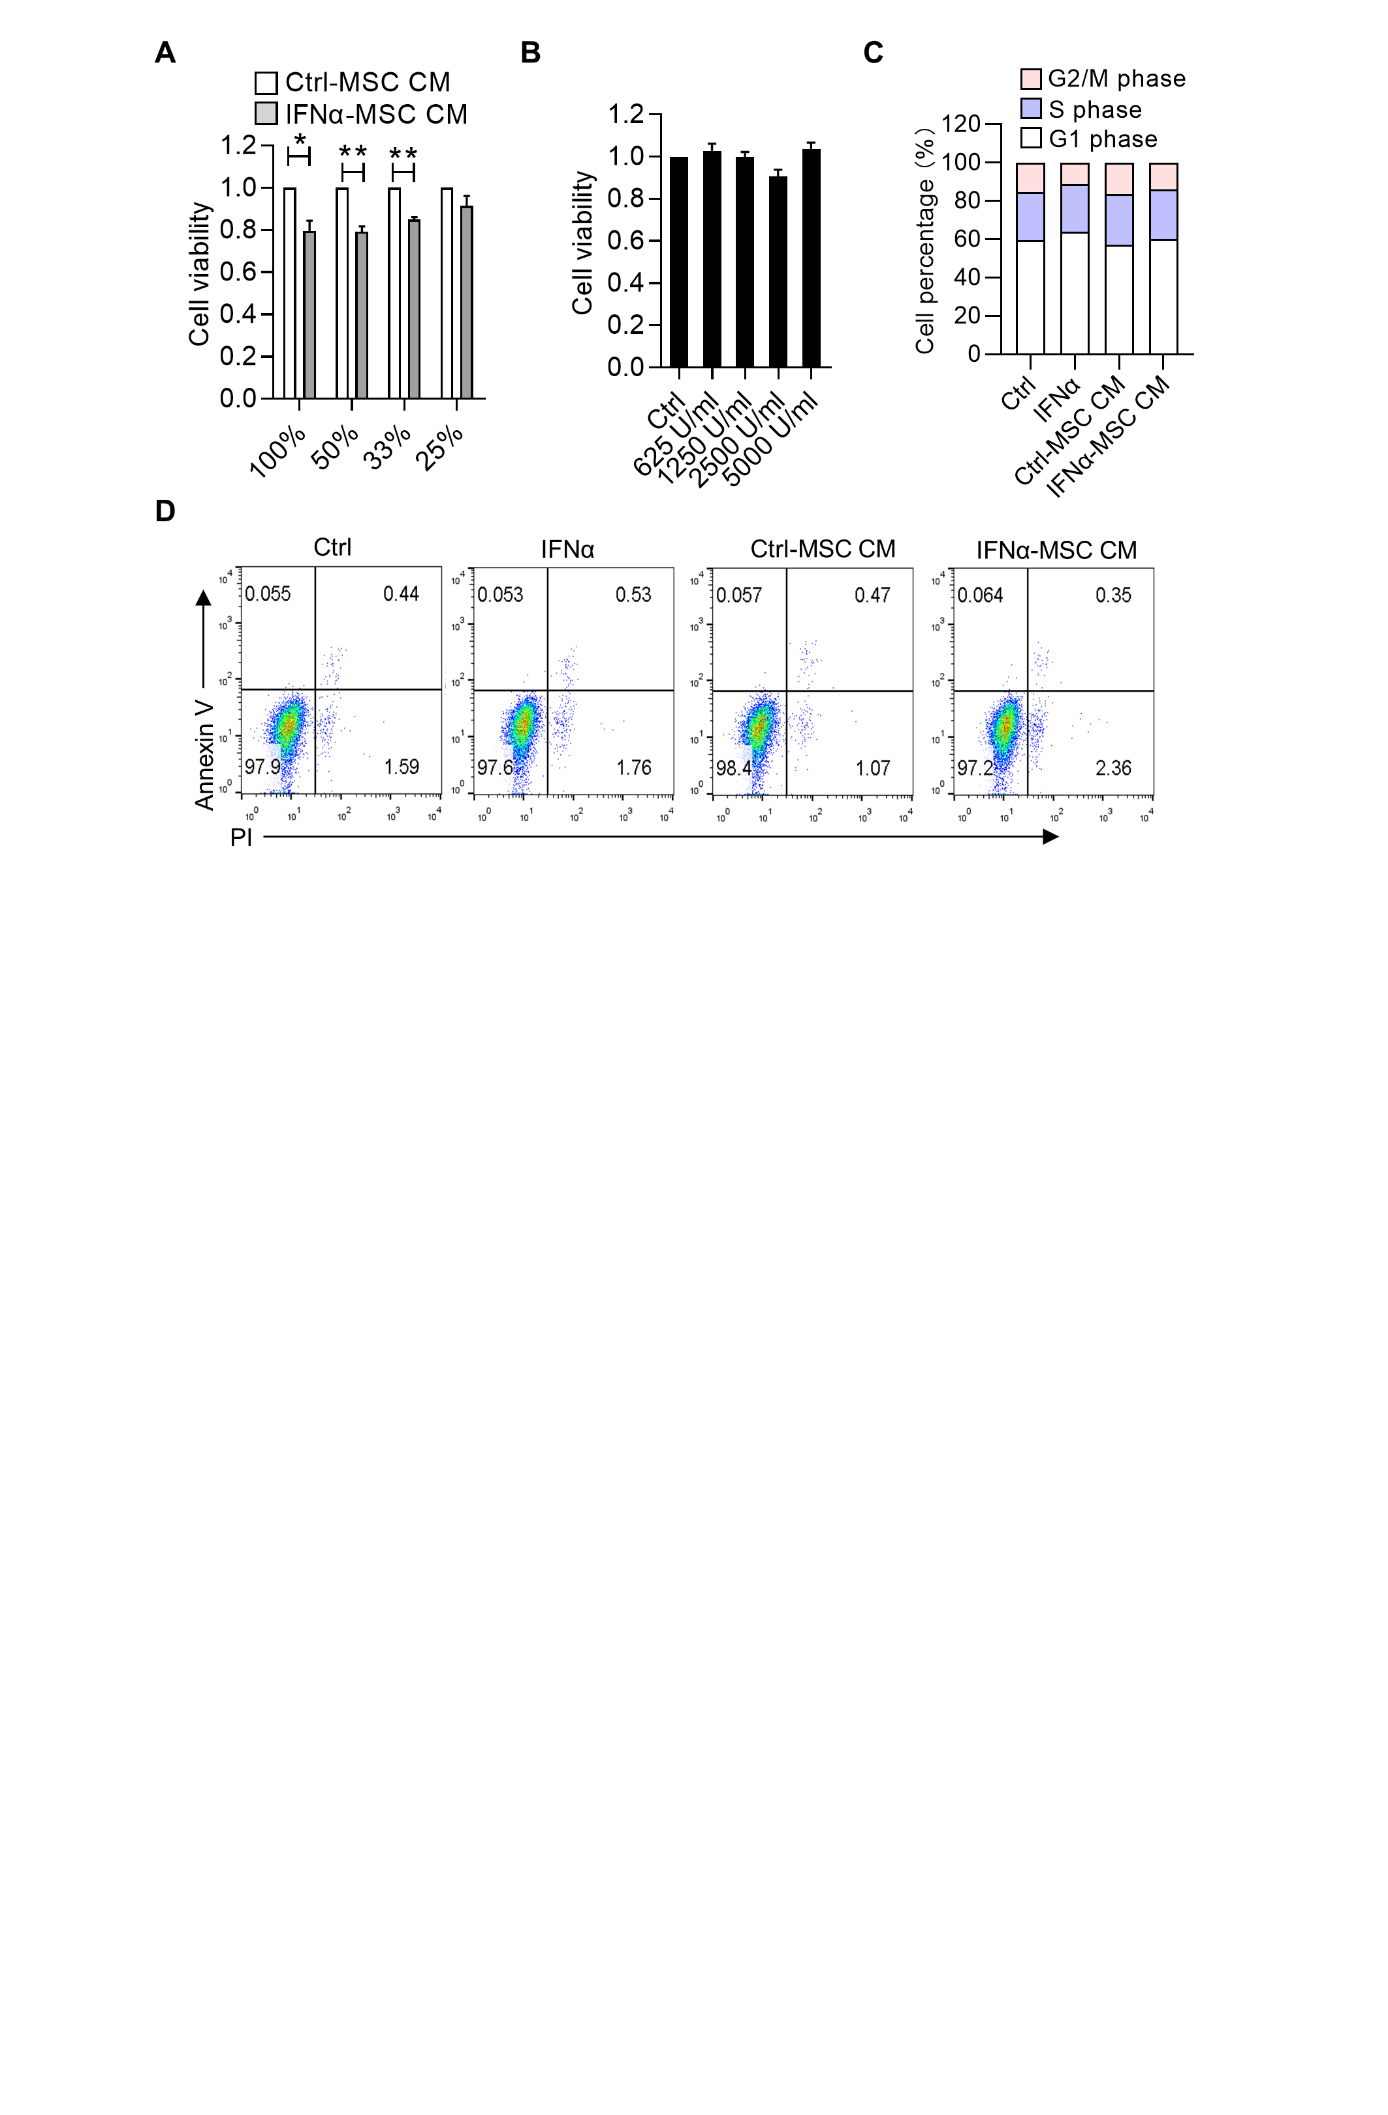
**

**Fig. S3 The anti-tumor effect of IFNα-MSCs is independent on the direct killing effect of IFNα on tumor cells.** **A** Cell viability. B16F0 cells were treated with the conditioned medium of Ctrl-MSCs (Ctrl-MSC CM) or IFNα-MSCs (IFNα-MSC) for 48 hours. **B** Cell viability. B16F0 cells were treated with IFNα at indicated concentration for 48 hours. Cell viability was assessed by MTS assay. **C** Analysis of cell cycle distribution of B16F0 cells treated with IFNα (1 000 U/ml), Ctrl-MSC CM or IFNα-MSC CM for 48 hours. **D** Analysis of apoptosis of B16F0 cells treated with IFNα (1 000 U/ml), Ctrl-MSC CM or IFNα-MSC CM for 48 hours. Data are shown as means ± SEM. **p* < 0.05 and ***p* < 0.01.

**
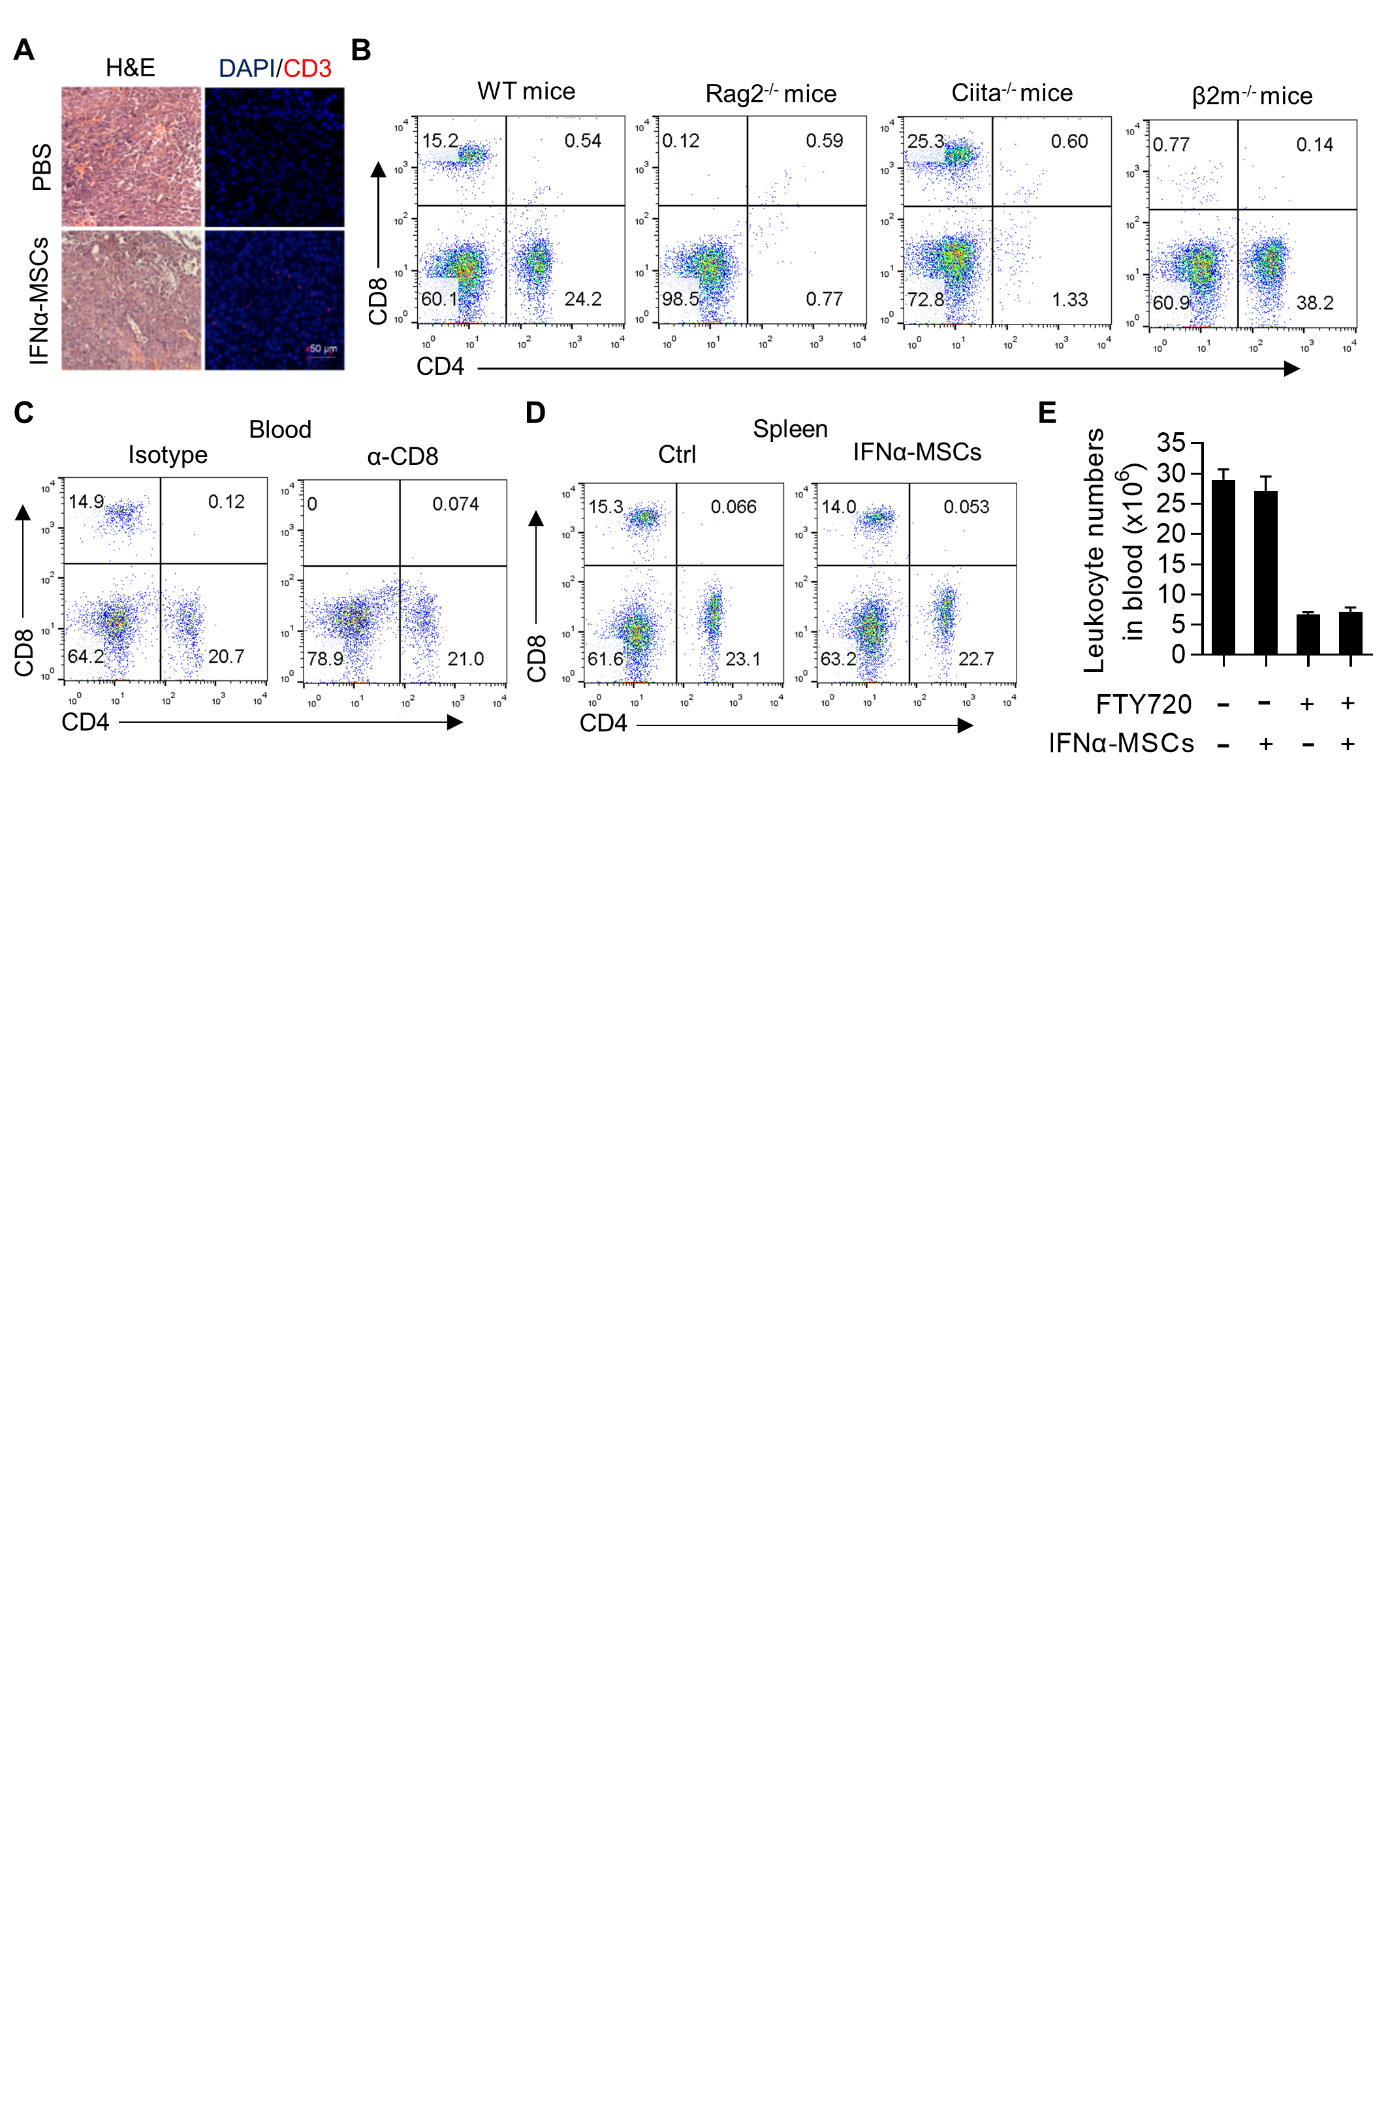
**

**Fig. S4 CD8^+^ T cells are important in mediating the IFNα-MSC-mediated tumoricidal activity.** **A** Immunofluorescent staining for CD3 positive cells in tumors treated with or without IFNα-MSCs. **B** The percentage of CD4^+^ and CD8^+^ T cells in wild type mice, Rag2^-/-^ mice, Ciita^-/-^ mice and β2m^-/-^ mice. **C** The percentage of CD4^+^ and CD8^+^ T cells in spleen after IFNα-MSC administration. **D** The leukocyte numbers in blood after FTY720 treatment. **E** The depletion efficiency of α-CD8 antibody. Data are shown as means ± SEM. **p* < 0.05 and ***p* < 0.01.

**
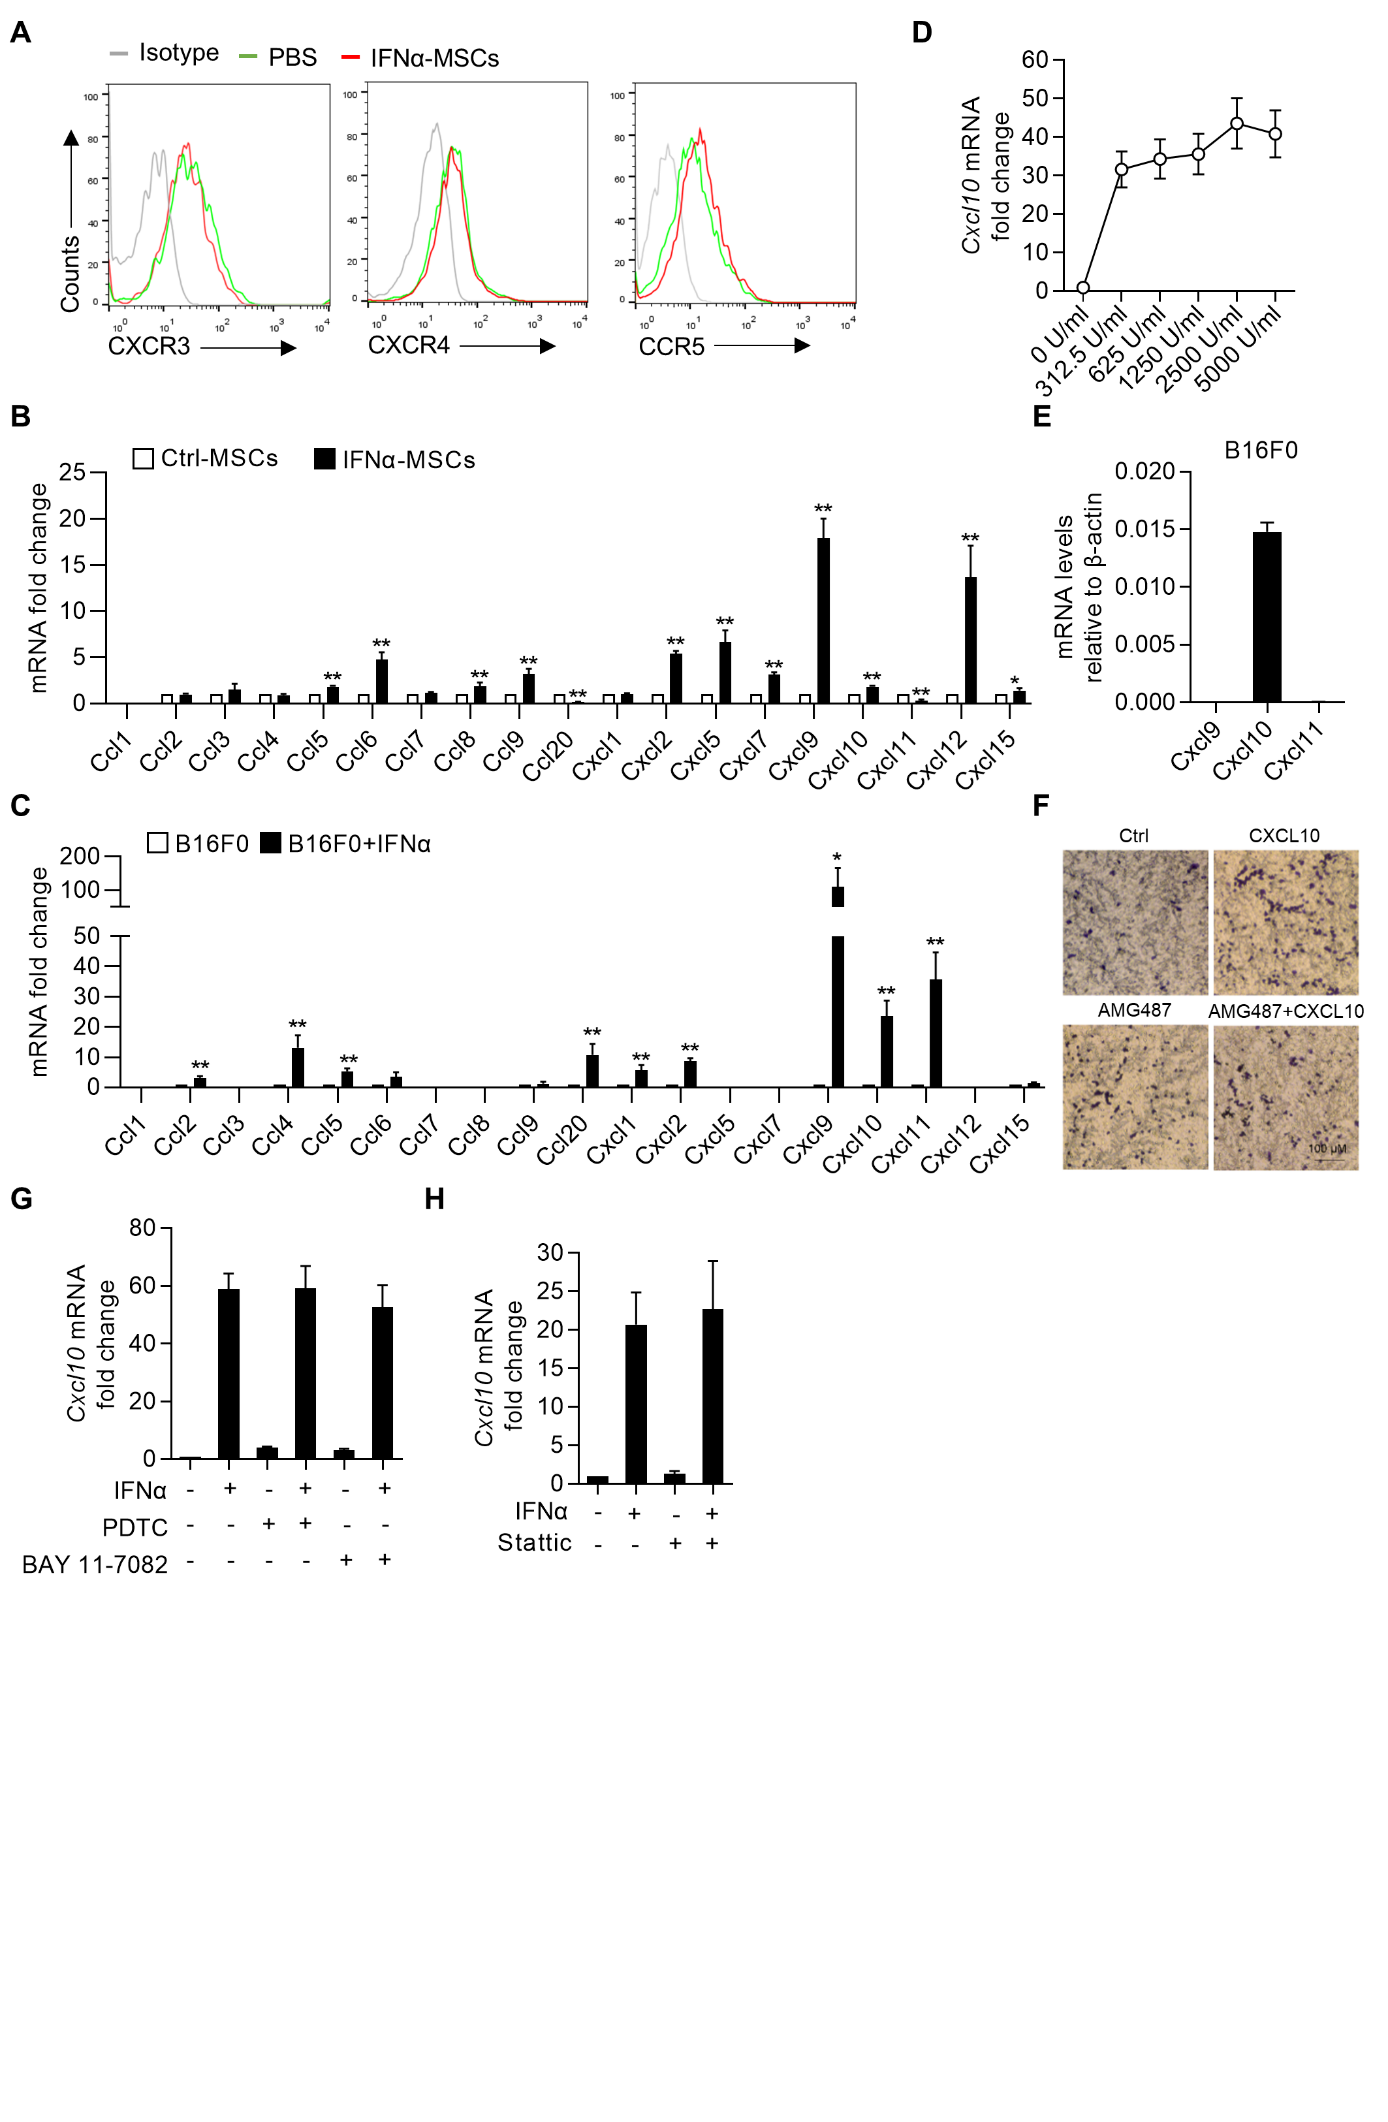
**

**Fig. S5 Enhanced CXCL10 expression in B16F0 cells treated with IFNα-MSCs recruits the infiltration of CD8^+^ T cells. A** The expression of CXCR3, CXCR4 and CCR5 on intra-tumoral CD8^+^ T cells was analyzed by flow cytometry. **B** Chemokine expression in B16F0 cells treated with or without IFNα (1 000 U/ml) for 12 hours. **C** Chemokine expression in Ctrl-MSCs and IFNα-MSCs. **D** The mRNA expression of *Cxcl10* in B16F0 cells treated with IFNα at indicated concentrations for 12 hours. **E** The expression of CXCR3 ligands in B16F0 cells. **F** Images of chemotaxis of CD8^+^ T cells upon CXCL10 (1 μg/ml) stimulation, with or without addition of AMG487 (1 μM). **G** The *Cxcl10* mRNA expression in B16F0 cells treated with IFNα (1 000 U/ml) for 12 hours, in presence of PDTC (10 μM) or BAY 11-7082 (5 μM). **H** The *Cxcl10* mRNA expression in B16F0 cells treated with IFNα (1 000 U/ml), Stattic (1 μM), or both for 12 hours. Data are shown as means ± SEM. **p* < 0.05 and ***p* < 0.01.

**
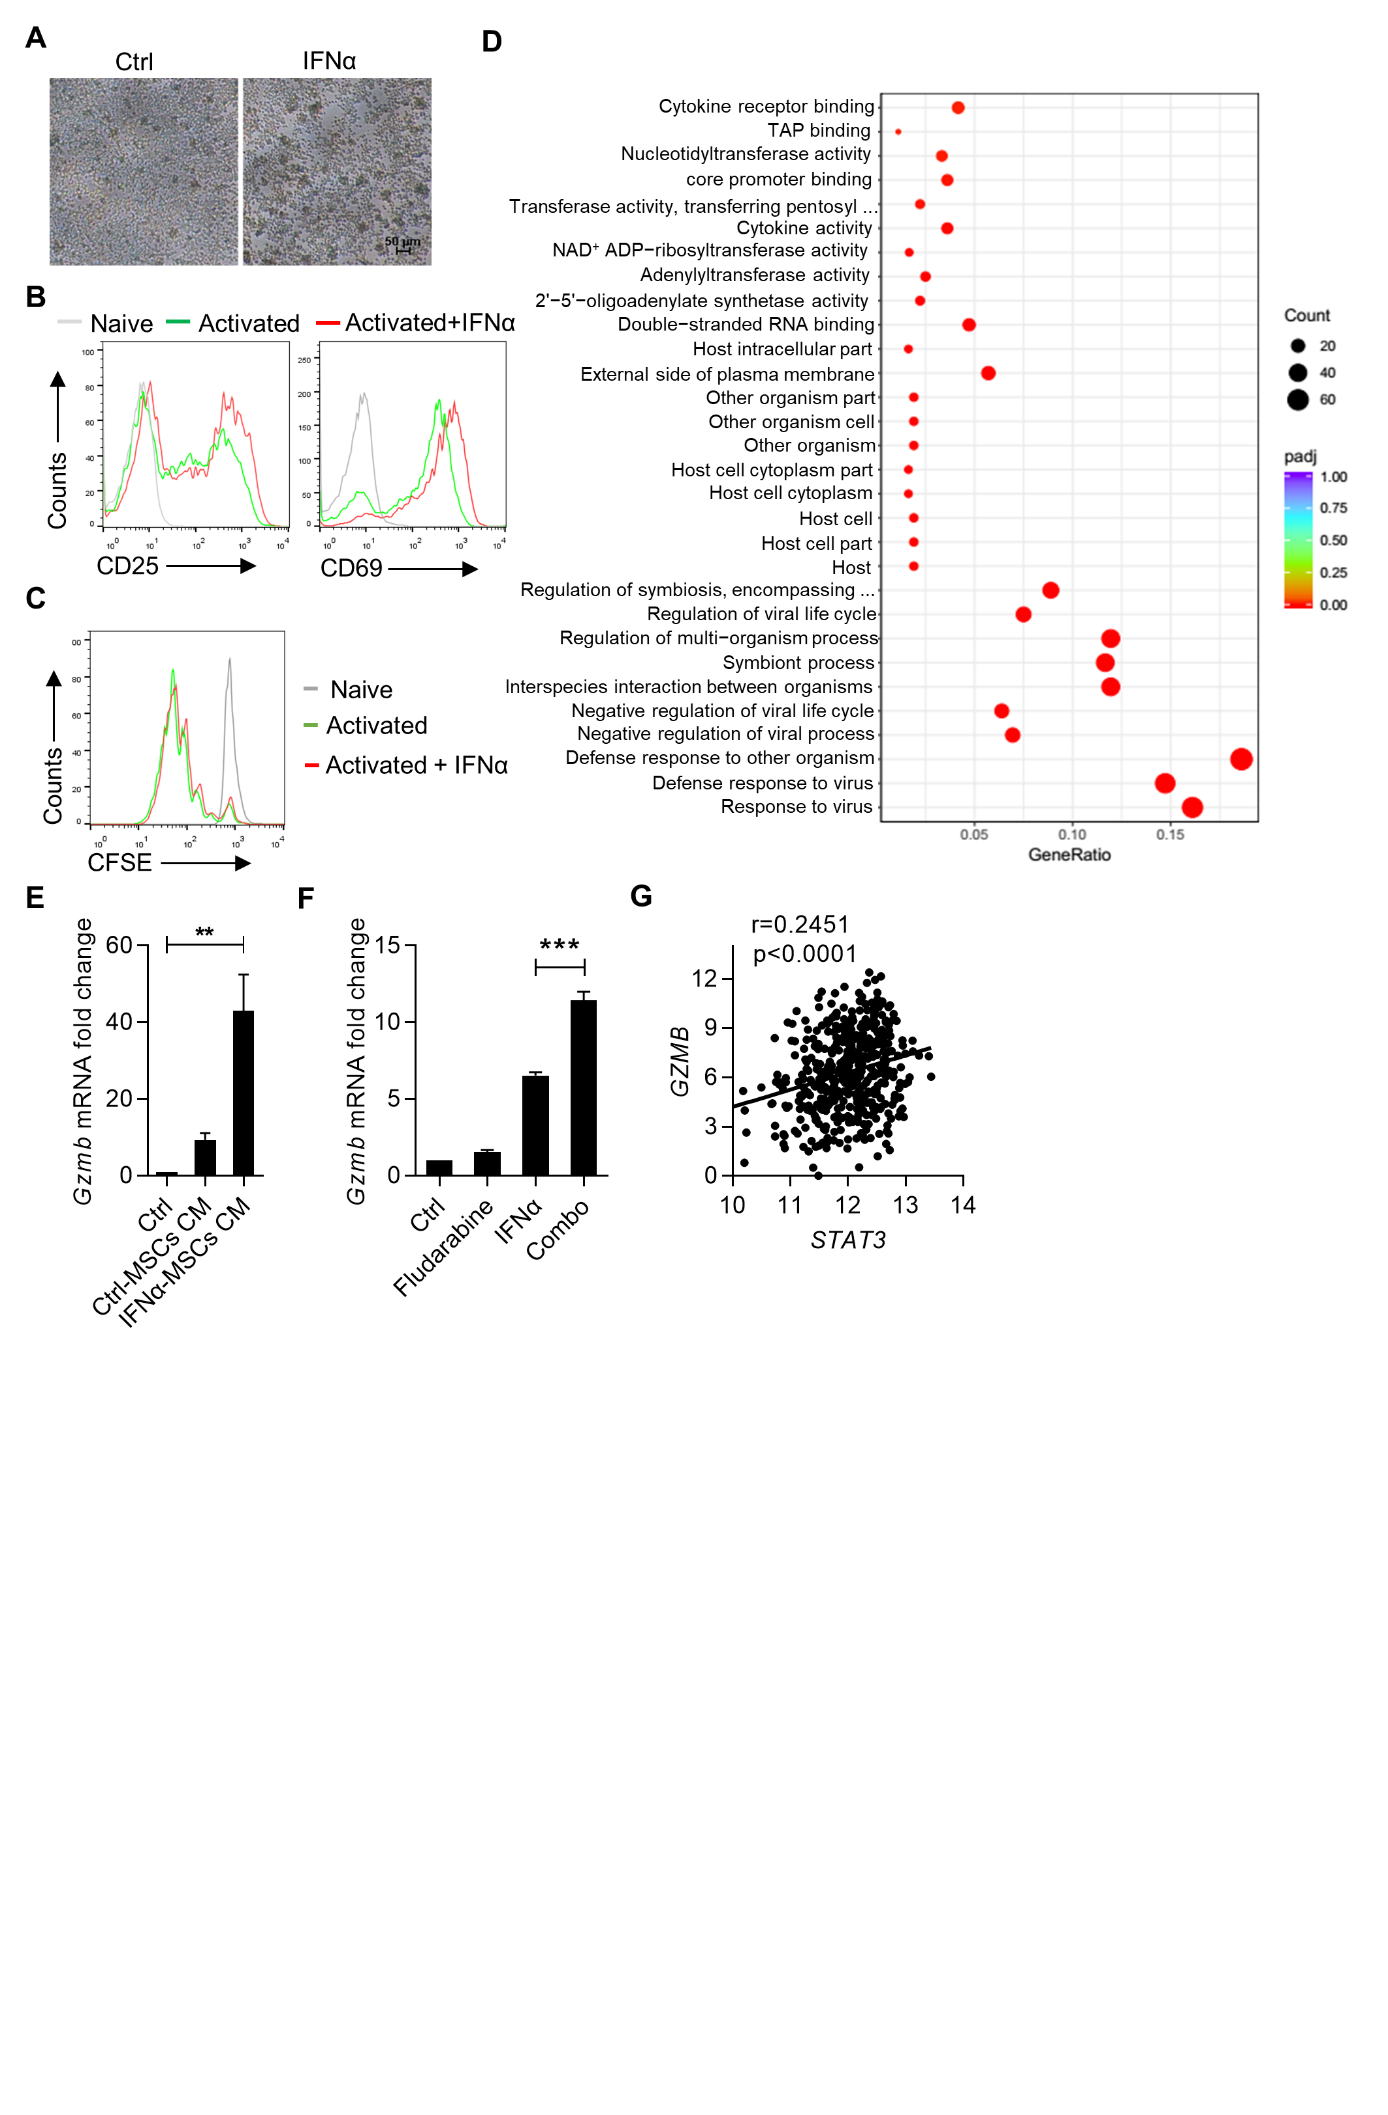
**

**Fig. S6** **IFNα-MSCs enhance the expression of GZMB in CD8^+^ T cells and their anti-tumor effect.** **A** Images of CD8^+^ T cells upon IFNα stimulation for 48 hours. Scale bar: 50 μM. **B-C** The activation and proliferation of CD8^+^ T cells upon IFNα stimulation. CD8^+^ T cells were stimulated with anti-CD3 and anti-CD28 antibodies, in presence or absence of IFNα for 72 hours. Cells were detected for the expression of CD25 and CD69 by flow cytometry (**B**). CD8^+^ T cell proliferation was assayed by CFSE staining (**C**). **D** Enriched signaling pathways in IFNα treated CD8^+^ T cells. **E** The *Gzmb* mRNA expression in CD8^+^ T cells cocultured with the condition medium of Ctrl-MSCs or IFNα-MSCs. **F** The influence of Stat1 on IFNα-induced *Gzmb* expression in CD8^+^ T cells. CD8^+^ T cells were treated with IFNα (2 000 U/ml), Fludarabine (50 μM), or both for 24 hours. **G** Scatterplots showing the correlation between *STAT3* and *GZMB* expression in TCGA-SKCM dataset. Data are shown as means ± SEM. ***p* < 0.01 and ****p* < 0.001.

**
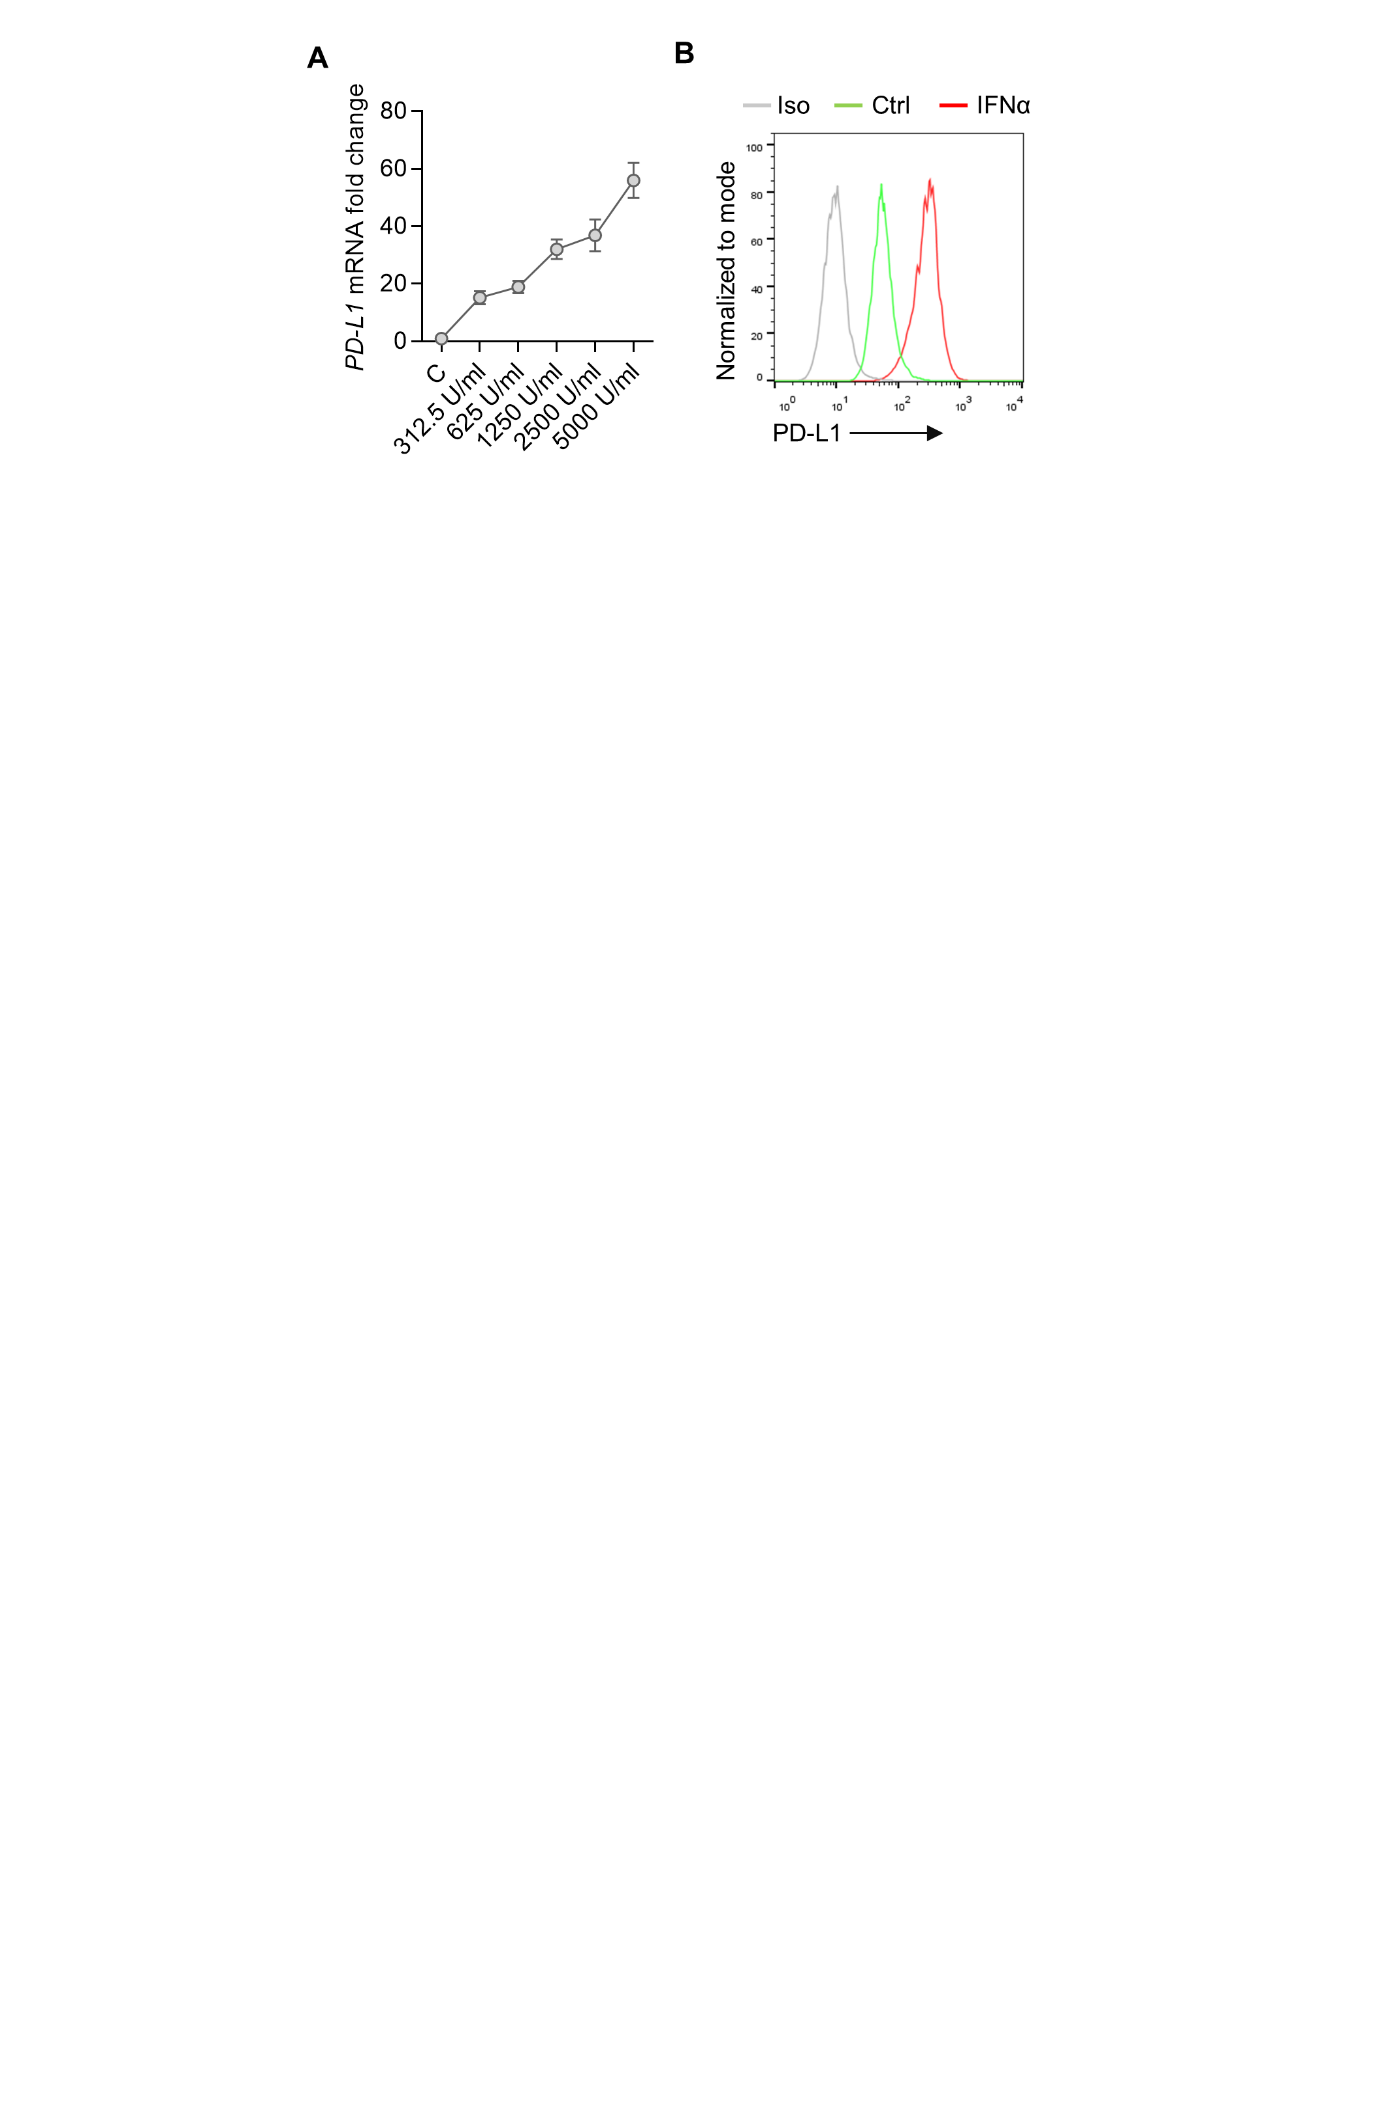
**

**Fig. S7** **IFNα induces PD-L1 expression.** **A** The *Pdl1* mRNA expression in B16F0 cells treated with different concentrations of IFNα for 24 hours. **B** Flow cytometric analysis of PD-L1 on B16F0 cells. B16F0 cells were incubated with IFNα (1 000 U/ml) for 48 hours. Data are shown as means ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

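RNA-seq of mouse CD8+ T cells was analysed from the counts that the authors deposited, with 2 control samples and 2 samples treated with IFNα at 2000 U/ml, all stimulated with anti-CD3 and anti-CD28 for 48 h. The authors isolated RNA, made libraries with a NEBNext Ultra kit, sequenced them on an Illumina HiSeq, mapped the reads to the mouse genome with Hisat2 v2.0.5, and deposited raw read counts per gene. Their notes name HISAT2 and featureCounts of Subread, and the version of the counter is not given in the sources used here. The paper's text states that edgeR normalized the counts and found differential genes at an adjusted p under 0.05 and a log2 fold change of more than 1 in size, and it does not name the edgeR test. The strand setting of the counting is not given in the sources used here, so reads of overlapping or antisense genes may not be told apart, and genes with close copies may share reads.

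The deposited table held 54532 genes, all with an identifier, and the counts in the 4 single-sample files were identical to it (0 counts differed). Samples were grouped by their labels and the paper's methods. Total counts per sample were 16096121 to 17676062, at which a gene with 0 counts in both controls is limited by a floor of 3 counts over the group. Intervals and floors cover counting error only. In the tested genes the TMM factors were 0.997, 1.04, 0.992 and 0.976 for control replicates 1 and 2 and IFNα replicates 1 and 2.

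Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with its minimum of 10 counts and a total of 15, which left 14417 genes, and were normalized by TMM. The dispersions were estimated with estimateDisp (common dispersion 0.0243), and the model had 1 term for the condition. It was fitted with glmQLFit (robust) and tested with glmQLFTest on 2 residual degrees of freedom, with a median of 3.74 prior degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of more than 1 in size. In counts within gene lists the fold threshold was left out. Standard errors come from the fitted means and the moderated quasi-dispersion. The 34 gene lists, the design, the rule for named genes and the alternatives were set before the data were examined. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Fry tests a list against no change and so answers another question than camera, which tests it against the other genes. At the preset correlation camera takes genes as the units, and with an estimated one it uses the 2 residual degrees of freedom. These camera settings thus differ in more than the correlation. Fisher's exact test gave the over-representation of the lists among the genes called higher.

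The rule for named genes takes 30 genes that the paper names for CD8+ T cells, interferon signalling, chemokines or PD-L1, all tested, of which some are not reported here. Cxcl12, which the paper also names, was not in the rule and had 0 counts in all 4 samples. It also takes the 10 largest log2 fold changes in each direction among called protein-coding genes with a mean CPM of at least 5 that were shifted the same way in every sample. From each list it takes up to 4 passing members with the largest change, or the 2 with the smallest p where fewer than 2 passed. Together this gave 117 genes, of which the ones not named are covered by the counts. With 0 counts in the controls a fold is given as a lower bound, and with up to 3 as a ratio with its exact (conditional binomial) 95% interval.

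The tests were checked on simulated counts for the same 4 samples, drawn for 14077 tested genes with 200 changed. Each gene was drawn independently, with the same dispersion trend in both groups and no trend with gene length. Only genes with a mean CPM of at least 5 were changed. The simulation thus leaves out the wider spread of the controls, the length trend and correlation between genes, and cannot show error rates under them. At a log2 fold change of 2 the test recovered 50 of 50 genes and at -2 it recovered 50 of 50. At 1 it recovered 47 of 50 and at -1 it recovered 39 of 50. Recovery and calls in this check used an adjusted p under 0.05 without the fold threshold. The median estimate was 1.06 at 1 and -0.95 at -1. The latter falls short of that threshold, so recovery with it would be lower there. Of the 188 genes it called, 2 were unchanged. A list of 50 genes simulated at a log2 fold change of 1 was called by camera, and a list of 30 unchanged genes was not (adjusted p = 0.697).

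The alternatives were RLE, upper-quartile and total-count scaling, no filter, a filter at a mean CPM of 5, other tests (edgeR's non-robust quasi-likelihood, exact and likelihood ratio tests, DESeq2, limma-voom), a replicate block, leaving out each sample in turn, and other thresholds. An offset for gene length, fitted per sample by lowess with a span of 0.3, and a block of crossed pairs were added after the data were seen. Protein, qPCR and animal experiments of the paper were not analysed here.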

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

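The tests of explanations in this part were chosen after the results were seen, and edgeR's quasi-likelihood test was set before. The 8 genes named here, except Ccrl2, which the rule for named genes also took, were chosen after their values were seen, as the largest increases among protein-coding genes that are in none of the gene lists, that the paper does not discuss and that had a mean CPM of at least 5. The choice also required a call as higher by edgeR's quasi-likelihood test and both IFNα samples above both controls. Sdc3, the proteoglycan syndecan-3, rose from 3.55 ± 0.938 to 164 ± 5.61 CPM (SD, n = 2 in each group; log2 fold change 5.53, adjusted p = 0.000275). Rnf213, a large ubiquitin ligase, rose from 256 ± 153 to 4723 ± 113 CPM (log2 fold change 4.21, standard error 0.41, adjusted p = 0.0148). It ranked 1411 and 407 by CPM among the tested genes in the controls, and 3 and 4 with IFNα. Its gene length in the files is 16888 bases, and the controls were at 147 and 364 CPM. Mpeg1, the pore-forming protein perforin-2, rose from 2.04 ± 0.224 to 35.8 ± 1.8 CPM (log2 fold change 4.13, adjusted p = 0.000325). Ccrl2 had a log2 fold change of 5.92. The neighbouring genes Trim30c, Trim30b and Trim30d on chromosome 7 had log2 fold changes of 4.86, 4.52 and 3.17, and Phf11a on chromosome 14 of 3.86. These 4 genes have close copies with which they may share reads.

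The control samples differed more than the IFNα samples did, with an SD of the log2 ratio of 0.431 between the controls and 0.159 between the IFNα samples over 10105 genes with a mean CPM of at least 5. The SD without the 100 highest genes was 0.997 of that with them. That does not decide whether a few highly counted genes gave the difference, since 100 of 10105 genes hardly move the SD. The 10 highest genes took 5.15% and 4.55% of the counts in control replicates 1 and 2, so these genes did not take most of the reads. Interferon signalling in one control culture would show in the antiviral and OAS genes. Their median absolute log2 ratio between the controls was 1.11 times that of other genes, against 15.1 times between IFNα and control. A trend with gene length fits part of the difference: the Spearman correlation of the ratio with gene length was 0.636 across genes, which are not independent replicates, and removing the trend lowered the SD to 0.353. What gave rise to that trend, such as RNA quality or library preparation, was not tested, and no other biological explanation was tested, since the design names none between the controls.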

How the results depend on the processing

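The length offset and the crossed pairs named here were chosen after seeing the data. The counts of genes higher and lower were 185 and 20. With RLE, total-count or upper-quartile scaling, the filter at a mean CPM of 5, the non-robust test, limma-voom and the length offset, both stayed within 1.5 times. They were 295 and 87 with edgeR's exact test, 298 and 94 with its likelihood ratio test, and 99 and 2 with glmTreat. The lower count was 62 with no filter, 38 with DESeq2 and 32 with no fold threshold. Leaving out 1 sample gave 216 (without IFNα replicate 2) to 966 (without control replicate 2) higher and 23 to 267 lower, with the lone sample assumed to vary like the other group. With the replicate number as a block, 253 genes were higher and 37 lower, and the deviations of same-numbered samples correlated at -0.145, so neither the values nor a source pairs them. With the pairing crossed, 337 were higher and 91 lower.

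Gzmb and Ifng passed under every alternative run for single genes, which leaves out glmTreat and the crossed pairs. Gzmc had a log2 fold change of 3.72 and did not pass, but passed with no filter (3.71), the exact test (3.72), the likelihood ratio test (3.72), DESeq2 (3.79) and the replicate block (3.75), and also without control replicate 2 (2.75), IFNα replicate 1 (3.99) or control replicate 1, where the remaining control had 0 counts, so that the fitted 8.07 depends on the prior count and the fold was at least 11.6 against a floor of 3 counts (exact 95% lower limit of the ratio 9.21). The stricter filter left Gzmc out. Cd69 ranged from 0.79 with the length offset to 0.92 without control replicate 1 (0.82 without control replicate 2), and passed in each setting run for single genes except without IFNα replicate 1 (0.90) or 2 (0.84). Camera called 11 lists higher and 2 lower, against 4 and 0 with an estimated correlation, a setting that also uses only the 2 residual degrees of freedom. Leaving out 1 sample gave 10 to 15 lists higher and 1 to 3 lower. The number of over-represented lists stayed between 7 and 9.

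The 113 other genes under the rule for named genes gave 1792 further values. Of those that left out no sample, 1262 kept their side of the threshold, 69 passed only in the alternative and 8 passed only in the chosen setting. Of those that left out 1 sample, 363 kept theirs, 79 passed only in the alternative and 8 only in the chosen setting. Direction turned for Cd8b1 (-0.11), which had 0.0936 with the length offset and ran from -0.33 without control replicate 2 to 0.14 without control replicate 1, and for Mki67 (-0.16), which ran from -0.43 without control replicate 1 to 0.17 without control replicate 2. None of the values that turned passed a test. The largest falls, -0.43 for Mki67 and -0.33 for Cd8b1, did pass, in fits with 1 control sample left. The call on each of these genes thus depends on which control is used. The cause was not tested for any of these changes. At 16096121 to 17676062 counts per sample, genes near 1 CPM such as Gzmc and Cxcl11 have too few counts for a narrow interval.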

Differences from the paper's values

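For genes higher with IFNα, the paper's Fig. 6A gives about 340, read by eye, and 185 were found here at the thresholds the paper states. Of the alternatives set before the data were examined, the value came within 1.5 times of the paper's with no filter (259), edgeR's exact test (295), its likelihood ratio test (298), DESeq2 (252), the replicate block (253) and without control replicate 1 (302). It did not with RLE (190), total-count (171) or upper-quartile (183) scaling, the stricter filter (160), the non-robust quasi-likelihood test (189), limma-voom (189), glmTreat (99), no fold threshold (206), or without control replicate 2 (966), IFNα replicate 1 (219) or IFNα replicate 2 (216). For genes lower, Fig. 6A gives about 83, read by eye, and 20 were found here. The value came within 1.5 times with no filter (62), the exact test (87), the likelihood ratio test (94) and without control replicate 1 (101). It did not with RLE (19), total-count (25) or upper-quartile (30) scaling, the stricter filter (14), the non-robust test (22), DESeq2 (38), limma-voom (19), the replicate block (37), glmTreat (2), no fold threshold (32), or without control replicate 2 (267), IFNα replicate 1 (24) or IFNα replicate 2 (23). Of the 2 alternatives chosen after seeing the values, the crossed pairs gave 337 and 91, within 1.5 times of both, and the gene length offset gave 213 and 30, within 1.5 times of neither. The paper's list of called genes was not used here, so which of them each setting calls is not known.

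The paper's Fig. 6C shows Gzmc higher with IFNα. Its log2 fold change here was 3.72 in the same direction, with an adjusted p = 0.174 from edgeR's quasi-likelihood test. It passed with no filter, edgeR's exact test, its likelihood ratio test, DESeq2, the replicate block, and without control replicate 1, control replicate 2 or IFNα replicate 1. In the same figure Gzmb, Ifng and Cd69 are higher, as here.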

Other observations

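All tests of explanations in this part were chosen after the results were seen, and the gene lists were not. Of 34 cell cycle genes, 2 fell, none rose and 32 did not pass (5 fell when adjusted over the list alone and by edgeR's exact and by its likelihood ratio test, 4 by DESeq2 and 3 by limma-voom; 1 was higher at an unadjusted p under 0.05 and 0 by edgeR's exact and likelihood ratio tests, DESeq2 or limma-voom). Cenpa, the centromeric histone, fell from 205 ± 3.21 to 111 ± 2.34 CPM (SD, n = 2 in each group; log2 fold change -0.88, adjusted p = 0.0274 from edgeR's quasi-likelihood test) and Cdc20, an activator of the anaphase-promoting complex, from 144 ± 21.2 to 71.4 ± 6.5 CPM (log2 fold change -1.01, adjusted p = 0.0481). Mki67, which encodes Ki67, had a log2 fold change of -0.16 (adjusted p = 0.786). Its value ran from -0.43 without control replicate 1 to 0.17 without control replicate 2. The cell cycle list was lower by camera (adjusted p = 0.000257), but adjusted p = 0.403 with an estimated correlation. Tested against no change (fry), it had adjusted p = 0.0365. Of 15 chemokine receptors and homing genes, 1 rose, Itgae fell and 13 did not pass, among them Cxcr3 (0.53) and Cxcr4 (0.14). For that list 2 rose and 4 fell when adjusted over the list alone, and 4 fell by edgeR's exact and by its likelihood ratio test, 3 by DESeq2 and 1 by limma-voom, with a median of 0.14, a mean of 0.02 and camera's direction down (adjusted p = 0.818). Of 13 inhibitory receptors and ligands, Ctla4 fell and 12 did not pass (1 fell when adjusted over the list alone). Cd274, which encodes PD-L1, had a log2 fold change of 0.57 (adjusted p = 0.287), Pdcd1 of 0.08 and Havcr2 of 1.78. The median of that list was 0.10, its mean 0.12 and camera's direction down (adjusted p = 0.818). Of 25 genes of apoptosis and cell death, 2 rose and 23 did not pass (4 rose when adjusted over the list alone and by edgeR's exact and likelihood ratio tests and DESeq2, and 2 by limma-voom): Daxx, from 96.8 ± 12.5 to 532 ± 5.16 CPM (log2 fold change 2.46), and Mlkl, the effector of necroptosis, from 8.26 ± 0.16 to 32.5 ± 1.27 CPM (log2 fold change 1.97). Its median was -0.02, its mean 0.20 and camera's direction up (adjusted p = 0.065, but 0.00309 with the length offset and 0.0319 without control replicate 1). Tested against no change and not against other genes (fry), it was higher (adjusted p = 0.0356).

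For genes that the paper studied by other methods, the RNA values at 48 h were as follows. The paper measured CD25 as protein, by flow cytometry and at a later time. Its evidence on Stat3 in mouse CD8+ T cells is phosphorylation of the protein, and Gzmb RNA with a Stat3 inhibitor or Stat3 deletion, all at earlier times. RNA of Stat3 and of its targets at 48 h does not test that evidence. Il2ra, which encodes CD25, went from 139 ± 10.8 to 185 ± 1.65 CPM (SD, n = 2 in each group; log2 fold change 0.42) and did not pass edgeR's quasi-likelihood test (adjusted p = 0.288). Stat3 had a log2 fold change of 0.24 (adjusted p = 0.562) and Stat4 of 0.16, and none of the 5 tested STAT genes outside ISGF3 passed (0 when adjusted over the list alone; camera, adjusted p = 0.582). None of 13 genes often read as STAT3 targets passed, Bcl2l1 (-0.42) and Socs3 included (0 when adjusted over the list alone; camera, adjusted p = 0.494). Naive and memory genes had a median of -0.11 and none of 19 passed (0 when adjusted over the list alone; camera, adjusted p = 0.0886), with Klf2 at -0.55, Dapl1 at -0.70 and Cd44 at -0.31. Of 13 T cell identity genes none passed (0 when adjusted over the list alone; camera, adjusted p = 0.373), with Cd8a at 0.08, Cd8b1 at -0.11, Cd5 at -0.33 and Cd2 at 0.44. In these 4 lists (STATs, STAT3 targets, naive and memory, identity), the members lower at an unadjusted p under 0.05 were 0, 3, 4 and 1 and those higher 0, 1, 0 and 1. By edgeR's exact or likelihood ratio test 0, 1, 2 and 0 were lower, by DESeq2 0, 0, 1 and 0, by limma-voom 0 in each, and none was higher. The naive and memory list was lower by camera with no filter (adjusted p = 0.0158), with the length offset (0.00368) and without control replicate 1 (3.97e-05), and without control replicate 2 the identity list was (adjusted p = 0.00133).

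No gene passed in the lists of cholesterol synthesis (21 genes, camera adjusted p = 0.663), glycolysis (17 genes, 0.163), amino acid stress response (16 genes, 0.0819), ribosome biogenesis (20 genes, 0.417) and mitochondrially encoded genes (12 genes, 0.0675) in edgeR's quasi-likelihood test. Adjusted over the list alone, 0, 1, 1, 1 and 0 of them rose and none fell. The smallest p-values in these lists were those of Fdps (0.63) and Idi1 (0.32), Hk2 (0.66) and Hk1 (0.42), Chac1 (3.34) and Slc7a5 (0.47), Tcof1 (0.73) and Polr1a (0.43), and mt-Nd6 (-0.44) and mt-Cytb (-0.41), with the log2 fold change in brackets. At an unadjusted p under 0.05 the higher members numbered 1, 3, 5, 2 and 0 in the order of the lists, and 1 mitochondrial gene was lower. The exact and likelihood ratio tests of edgeR and DESeq2 called 0, 1, 1, 1 and 0 members higher, and limma-voom 0 in each. Without control replicate 1, camera called glycolysis (adjusted p = 3.05e-06), the amino acid stress response (0.00114) and ribosome biogenesis (3.88e-05) higher and the mitochondrial genes lower (0.00168), which were also called lower without control replicate 2 (0.0189). With no filter and all 4 samples, it called glycolysis (0.0216) and the amino acid stress response (0.00402) higher and the mitochondrial genes lower (0.00756).

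Of 4 tested myeloid markers Lyz2 fell (1 when adjusted over the list alone), while Cd68 had a log2 fold change of -0.26 and Fcgr3 of -1.04. Together they went from 25.5 to 13.5 CPM (camera, adjusted p = 0.0367, and adjusted p = 0.403 with an estimated correlation). The call was also lost with no filter (adjusted p = 0.217), with the length offset (0.133) and without control replicate 1 (0.0922), control replicate 2 (0.186) or IFNα replicate 1 (0.237), and the stricter filter left too few members to test. Tested against no change and not against other genes (fry), the list had adjusted p = 0.0619. None of 6 B cell markers passed in edgeR's quasi-likelihood test (2 lower at an unadjusted p under 0.05, 1 by edgeR's exact and likelihood ratio tests, 0 by DESeq2 and limma-voom, and 2 fell when adjusted over the list alone; camera, adjusted p = 0.193, but 0.0339 with the stricter filter; fry, against no change, adjusted p = 0.0356), with Cd79b at -0.87 and Ighd at -0.68, and together they went from 431 to 332 CPM. Of 9 tested dendritic cell markers Bst2 rose from 60.9 ± 19.7 to 456 ± 26.3 CPM (SD, n = 2 in each group), a gene that is also in the list of antiviral effectors, the list's total went from 195 to 548 CPM, and Cd74 (-0.99) and Xcr1 (-1.64) did not pass (1 rose and 3 fell when adjusted over the list alone; camera, adjusted p = 0.532). Of 7 markers of CD4+ and regulatory T cells, Ctla4 fell, and Ikzf2 (0.61) and Tnfrsf4 (-0.55) did not pass (1 fell when adjusted over the list alone). Camera gave that list an adjusted p = 0.16, but 0.0468 with the stricter filter. Together the 7 went from 214 to 139 CPM. Ctla4 alone went from 123 to 45.8 CPM, so the total does not show a fall of the other members. None of 3 erythroid and platelet markers (Klf1 at 0.46, Pf4 at 0.47; camera, adjusted p = 0.818) or 3 stromal and endothelial markers (Col1a1 at 1.06, Pecam1 at -0.09; camera, adjusted p = 0.81) passed, over all genes or over the list alone, and 0 did at an unadjusted p under 0.05 or by edgeR's exact or likelihood ratio test, DESeq2 or limma-voom.

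The increase of Gzmb, Ifng and other killing genes was set against 2 technical explanations. NK cells left in the IFNα samples would bring their own markers, but the 12 NK markers together reached 5.74 CPM with IFNα, against a rise of 780 CPM in Gzmb, and Ncr1 had 1 count over the 4 samples. The trend with gene length between samples would have to raise these genes, but the shortest of 5 groups of genes, in which Gzmb, Ifng and Klrc1 lie, had a median log2 fold change of -0.19. Taking the trend away with a length offset raised the log2 fold change of Gzmb to 3.67 and that of Ifng to 3.23, and the largest part it took from any of Gzmb, Ifng, Klrc1 and Tnfsf10 was 0.0133 (Tnfsf10, standard error 0.18). All 4 stayed called. A direct effect of IFNα on CD8+ T cells is a candidate explanation, as a hypothesis that these 4 samples cannot test further, since they hold no other time, dose or Stat3 deletion.

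The lower cell cycle list was set against the same trend, whose offset raised the log2 fold change of 24 of the 34 members and lowered that of 10. The median part of a member's log2 fold change that the offset took away was -0.0312, against a list median of -0.18, which was -0.25 with the offset. With the offset camera still called the list lower (adjusted p = 3.09e-05) and 5 genes fell, which argues against the trend as the whole cause. In the edgeR test, 17 fell and 1 rose without control replicate 1, and 16 fell and 1 rose without control replicate 2, but 0 passed without IFNα replicate 1 or without IFNα replicate 2, where camera still called the list lower (adjusted p = 0.00327 and 0.00136). The calls for single genes thus depend on which samples are used, and the list call is lost with an estimated correlation as given above. The members did not move as one. With all 4 samples and no offset, 7 of the 34 lay above 0, up to 0.33 for Ccne2, and Ccnb2 had the largest fall, -1.10, without passing. Both genes were named after their values were seen. An effect of IFNα on the cell cycle stays open in these RNA values and was not tested here. The paper measured proliferation of stimulated CD8+ T cells by CFSE staining at a later time and reports no obvious effect of IFNα. From Ki67 staining of CD8+ T cells within tumors it excludes a direct influence of IFNα-MSCs on proliferation. Both are other measures than RNA at 48 h.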
